# Homocysteine Drives Hippocampal Blood–Brain Barrier Disruption and Cognitive Decline Under Chronic Stress via DNA Hypomethylation of Cav1.2

**DOI:** 10.3390/brainsci16050491

**Published:** 2026-04-30

**Authors:** Mao-Yang Zhou, Jin-Shan Li, Zhao-Xin Sun, Jie Yin, Yun Zhao, Fang Xie, Xue Wang, Sheng-Hui Zhang, Zhao-Wei Sun, Ling-Jia Qian

**Keywords:** chronic stress, Hcy, hippocampal BBB, BMECs, Cav1.2, DNA hypomethylation

## Abstract

**Highlights:**

**What are the main findings?**

- Chronic stress induces homocysteine (Hcy) accumulation, which directly impairs the barrier-forming function of hippocampal brain microvascular endothelial cells (BMECs).
- Elevated Hcy triggers blood–brain barrier (BBB) breakdown by inducing DNA hypomethylation of Cacna1c, leading to Cav1.2 overexpression, reactive oxygen species (ROS) burst, and tight junction degradation.

**What are the implications of the main findings?**

- This study establishes the Hcy-Cav1.2 metabolic–epigenetic axis as a novel pathological mechanism and therapeutic target for stress-related neurovascular damage.
- Lowering Hcy levels via accessible interventions, such as vitamin B supplementation, holds significant translational potential for rescuing BBB integrity and cognitive function under chronic stress.

**Abstract:**

**Background:** Chronic stress is a major risk factor for cognitive decline and blood–brain barrier (BBB) disruption, yet the underlying molecular mechanisms remain elusive. This study aimed to investigate the specific role of the metabolic intermediate homocysteine (Hcy) in chronic stress-induced BBB dysfunction and cognitive impairment. **Methods:** We utilized a male Sprague-Dawley rat model of chronic unpredictable mild stress (CUMS) and administered vitamin B complex to lower Hcy levels in vivo. Regional Hcy accumulation, BBB permeability, and cognitive behaviors were assessed. In vitro, primary rat brain microvascular endothelial cells (BMECs) were exposed to Hcy to evaluate barrier-forming function, transcriptomic alterations, DNA methylation patterns, Cav1.2 expression, and reactive oxygen species (ROS) production. **Results:** CUMS selectively induced BBB hyperpermeability and significant Hcy accumulation predominantly within the rat hippocampus, which correlated intimately with cognitive deficits. Lowering Hcy levels via vitamin B supplementation successfully restored hippocampal BBB integrity and alleviated cognitive impairment. In addition, elevated Hcy severely impaired the barrier function of BMECs. Mechanistically, Hcy reduced global DNA methylation in BMECs and specifically induced targeted DNA hypomethylation at the intro region of *Cacna1c*. This epigenetic shift caused the transcriptional derepression and overexpression of the Cav1.2 calcium channel. Upregulated Cav1.2 subsequently triggered a robust ROS burst, leading to tight junction degradation. **Conclusions:** Our findings unveil a novel metabolic–epigenetic axis where Hcy-driven *Cacna1c* hypomethylation directly disrupts BMECs function to dismantle the hippocampal BBB. Lowering Hcy or targeting this Hcy-Cav1.2 pathway establishes a promising therapeutic strategy for mitigating stress-related neurovascular damage and cognitive disorders.

## 1. Introduction

Chronic stress is a non-specific adaptive response to environmental and social challenges. Persistent exposure to stress significantly elevates the risk of cognitive dysfunction across a spectrum of neurological disorders [1,2]. For instance, hyperactivation of the hypothalamic–pituitary–adrenal (HPA) axis—a hallmark of stress pathology—is consistently linked to cognitive and affective dysregulation in major depressive disorder (MDD) patients [3]. Epidemiological data further underscore that chronic psychosocial stress in adulthood is a potent risk factor for dementia and late-onset Alzheimer’s disease (AD) [4,5]. Nevertheless, the precise neurobiological mechanisms linking chronic stress to cognitive decline remain elusive, hindering the development of targeted interventions.

The blood–brain barrier (BBB), a specialized structure comprising brain microvascular endothelial cells (BMECs), pericytes, and astrocytic end-feet, is essential for maintaining central nervous system (CNS) homeostasis, and its impairment contributes critically to the progression of neurodegenerative diseases [6,7,8,9]. In AD, BBB breakdown facilitates amyloid-β (Aβ) accumulation and neuronal injury, while in Parkinson’s disease, cerebrovascular dysfunction is closely tied to neurodegeneration. Consistent with these observations, our previous studies have shown that stress-induced BBB disruption directly exacerbates cognitive deficits, identifying the neurovascular unit (NVU) as a promising therapeutic target [10,11]. However, the intrinsic molecular mechanisms through which stress induces barrier damage remain poorly understood.

Homocysteine (Hcy) is a well-established metabolic risk factor for cognitive impairment and BBB disruption [12,13,14]. For instance, hyperhomocysteinemia (HHcy) mice exhibit cognitive impairment accompanied by significant endothelium damage within the cerebral cortex and hippocampus [11,15]. In addition, Hcy treatment in human brain microvascular endothelial cells markedly downregulates the expression of tight junction-associated genes. However, it remains unclear how Hcy orchestrates these endothelial alterations under stress. As a precursor to S-adenosylhomocysteine (SAH), which is a potent endogenous inhibitor of methyltransferases, Hcy is biochemically positioned to disrupt gene-specific DNA methylation patterns [14]. These epigenetic alterations can, in turn, disrupt the transcriptional regulation of multiple BBB-related genes, including those encoding tight junction proteins [13,16,17]. Also, we previously demonstrated that Hcy-mediated DNA hypomethylation of the *Bdnf* gene contributes to stress-induced neuronal dysfunction and cognitive decline. Thus, Hcy-mediated epigenetic dysregulation likely serves as a central pathological switch driving neurovascular dysfunction.

Here, we demonstrate that exposure to chronic unpredictable mild stress (CUMS) significantly elevates circulating and hippocampal Hcy levels, which intimately correlate with BBB disruption and cognitive deficits. Moreover, transcriptome analysis identified the calcium channel Cav1.2 as a primary upregulated target of Hcy, the overactivation of which could trigger robust reactive oxygen species (ROS) burst and subsequent tight junction degradation. Furthermore, we discovered that Hcy reduced the global methylation potential of BMECs and inhibited DNA methylation of Cacna1c gene (encoding Cav1.2), thereby promoting its transcription. Collectively, our findings unveil a novel Hcy-Cav1.2 epigenetic axis in the regulation of BMECs function and BBB integrity, establishing a promising therapeutic target for stress-related cognitive disorders.

## 2. Materials and Methods

### 2.1. Animals

Adult male Sprague-Dawley rats (6 weeks old and weighing 120–140 g) purchased from Laboratory Animal Center of the Academy of Military Sciences (AMS) were randomly assigned to different groups using a computer-generated random number table. Rats were exposed to a 12 h/12 h light/dark cycle and had free access to pure water and food except during the stress intervention and behavioral experiments. All the experiments were approved by the Institutional Animal Care and Use Committee of the AMS (Permit No: IACUC-DWZX-2022-738) and were in accordance with the NIH Guide for the Care and Use of Laboratory Animals (NIH Publications No. 8023) and the ARRIVE guidelines from NC3Rs. We made all efforts to minimize animal suffering. All operators performing the behavioral tests and outcome assessment were blinded to group allocation.

### 2.2. CUMS Paradigm

This study employed the classic CUMS model to simulate the effects of chronic stress on rats. Previous studies have demonstrated that 8 weeks of CUMS exposure is sufficient to induce cognitive impairment, and substantial evidence has established that CUMS damages BBB integrity. Rats were randomly allocated to experimental groups using a computer-generated randomization protocol, with group assignment performed by an investigator independent of subsequent behavioral testing. In our experiment, rats in the CUMS group were exposed to one of the following chronic unpredictable mild stressors: restraint for 8 h; food and water deprivation for 24 h; cage tilt at 45° for 24 h; wet bedding for 24 h; forced swimming in 4 °C water for 3 min followed by towel drying; or continuous illumination for 24 h. These stressors were administered randomly each day over an 8-week period. To prevent habituation to any single stimulus, the same stressor was not applied on consecutive days. Non-stressed animals remained undisturbed in their home cages, except during routine cage cleaning procedures. For outcome assessment, a single-blind procedure was adopted: CUMS administration and behavioral testing were conducted by separate operators, and the assessors were blinded to group allocation during data acquisition and analysis.

### 2.3. Vitamin B Complex Administration

Our previous studies have demonstrated that vitamin B complex (comprising vitamin B6 (Solarbio, Beijing, China) at 24 mg/kg/day, vitamin B12 (Solarbio, Beijing, China) at 20 μg/kg/day, and folic acid (Sigma-Aldrich, St. Louis, MO, USA) at 10 mg/kg/day) reduces plasma Hcy levels and thereby improves cognitive function. During the 8-week stress period, rats in the homocysteine intervention group (CUMS + VBco) received daily intragastric administration of vitamin B complex at 09:00. The control intervention group underwent the same vitamin B complex gavage at the same time point. Both control and experimental groups received an equal volume (1.5 mL) of saline gavage at corresponding time points. All rats were acclimated to gentle handling and restraint prior to the experiment. To minimize stress responses during the procedure, a single skilled researcher performed all intragastric infusions.

### 2.4. Behavioral Tests

#### 2.4.1. Novel Object Recognition Test (NORT)

The apparatus consisted of a square open-field box (65 cm × 65 cm × 45 cm, Zhongshi, Beijing, China) with black-painted inner walls. The test consisted of three phases: habituation, familiarization, and test. One day before the familiarization phase, rats were habituated to the empty arena for 10 min. Twenty-four hours later, rats were placed in the same arena containing two identical white cubes (5 cm × 5 cm × 5 cm) and allowed to explore until they had accumulated 30 s of total object exploration time, or for a maximum of 5 min. One hour after the familiarization phase, one of the cubes was replaced with a novel object (a 5 cm-high aluminum can). During the 5 min test phase, the time spent exploring the novel object (T_<new>_) and the familiar object (T_<old>_) was recorded. Exploration was defined as directing the nose toward the object at a distance ≤2 cm, touching it with the nose or whiskers, or sniffing. The recognition index was calculated as follows: Recognition Index = T_<new>_/(T_<new>_ + T_<old>_).

#### 2.4.2. Morris Water Maze Test (MWMT)

The Morris water maze apparatus consisted of a circular pool (1.2 m in diameter, 75 cm in depth, Zhongshi, Beijing, China) with a black-painted bottom and walls. Distinctive visual cues of various shapes and colors were placed on the walls and surrounding curtains to serve as spatial references. Water temperature was maintained at 24 ± 1 °C. Rats were trained over five consecutive days to locate a hidden platform (2 cm below the water surface). Each daily session consisted of one trial lasting a maximum of 3 min. Escape latency and swim trajectories were recorded. If a rat failed to locate the platform within 3 min, it was gently guided to the platform and allowed to remain there for at least 10 s. A probe test was conducted 24 h after the final training session, during which the platform was removed and rats were allowed to swim freely for 3 min. Platform crossing frequency and time spent in the target quadrant were recorded during the probe test to assess spatial memory.

### 2.5. Transmission Electron Microscopy (TEM)

Rat hippocampal tissues were dissected on ice-cold plates and immediately immersed in 2.5% glutaraldehyde (Solarbio, Beijing, China) at 4 °C for 2 h for primary fixation. Samples were then washed with 0.1 M phosphate buffer (pH 7.4, Solarbio, Beijing, China), post-fixed with 1% osmium tetroxide in 0.1 M sodium cacodylate buffer (pH 7.4, Sinopharm, Shanghai, China) for 1–2 h, dehydrated through a graded ethanol series followed by propylene oxide (Sinopharm, Shanghai, China), and embedded in resin (Sinopharm, Shanghai, China), which was then polymerized at 60 °C for 48 h. Ultrathin sections (60–80 nm) were cut, stained with uranyl acetate and lead citrate (Aladdin, Shanghai, China), and imaged using a transmission electron microscope.

### 2.6. Quantitative Real-Time PCR (qRT-PCR)

Total RNA was extracted from cells or tissues using TRIzol reagent (catalog number 93289, Sigma-Aldrich, St. Louis, MO, USA). Subsequently, 2 μg of RNA was reverse transcribed into cDNA using RT Master Mix (catalog number G490, Abmart, Shanghai, China). Target gene expression was quantified by SYBR Green-based qPCR on a LightCycler 96 Real-Time PCR System (Roche, Rotkreuz, Switzerland). Relative expression levels were calculated using the 2^−ΔΔCt^ method. Primer sequences are listed in Table S1.

### 2.7. Western Blotting

Dissected rat hippocampal tissues were lysed in RIPA buffer (Applygen, Dhaka, Bangladesh, C1053+) supplemented with protease inhibitor cocktail (Mce, Singapore, HY-K0010) at 1 mL per 100 mg of tissue, and homogenized using an ultrasonic homogenizer. After lysis on a shaker at 4 °C for 30 min, the lysates were centrifuged at 12,000 rpm for 15 min at 4 °C to collect the supernatants. Protein concentrations were determined using the bicinchoninic acid (BCA) assay.

Protein samples (20 μg) were loaded onto 10% SDS-polyacrylamide gels without heat treatment, resolved by electrophoresis, and transferred onto PVDF membranes via wet transfer. Membranes were blocked with 5% (*w*/*v*) non-fat milk in TBST for 1.5 h at room temperature, followed by overnight incubation at 4 °C with primary antibodies against the following targets: Claudin-5 (1:1000; Thermo Fisher Scientific, Waltham, MA, USA, #35-2500), Occludin (1:1000; Mce, Monmouth Junction, NJ, USA, HY-P81155), ZO-1 (1:1000; Invitrogen, Carlsbad, CA, USA, 61-7300) and β-actin (1:20,000; Abclonal, Wuhan, China, AC038).

After three 6 min washes with TBST, the membranes were incubated for 2 h at room temperature with the following secondary antibodies: goat anti-mouse IgG (H + L) (1:5000; ZSGB-BIO, Beijing, China, #ZB-5305) and goat anti-rabbit IgG (H + L) (1:5000; ZSGB-BIO, #ZB-5301). Following five additional 6 min washes with TBST, protein bands were visualized using enhanced chemiluminescence (ECL), and band intensity was quantified using ImageJ software (version 1.54f, National Institutes of Health, Bethesda, MD, USA).

### 2.8. Blood–Brain Barrier Permeability Assessment

BBB permeability was assessed using a sodium fluorescein (NaFl) method following previously established protocols. Under gentle restraint, NaFl (20 mg/mL, 5 mL/kg) was slowly injected via the tail vein using a 30° angled venous needle. After 50 min of circulation, rats were anesthetized with pentobarbital sodium (80 mg/kg, i.p.), and serum samples were collected. Rats were then transcardially perfused with 0.9% saline, and the hippocampus, prefrontal cortex, striatum, and hypothalamus were dissected and weighed. Tissue samples were homogenized, diluted 1:1 (*v*/*v*) with 2% trichloroacetic acid, incubated overnight at 4 °C, and then centrifuged at 3000 rpm for 10 min at 4 °C. The resulting supernatants were diluted 1:1 (*v*/*v*) with 0.05 M borate buffer (pH 9.0). Standards and samples were loaded into 96-well plates, and fluorescence intensity was measured (NaFl: excitation 480 nm, emission 538 nm). BBB permeability was expressed as the brain-to-serum fluorescence intensity ratio, normalized to control group values, and presented as fold change.

### 2.9. Enzyme-Linked Immunosorbent Assay (ELISA)

Blood samples were allowed to clot at room temperature for 1 h, then centrifuged at 1000 rpm for 15 min to obtain serum. Following anesthesia, hippocampus, prefrontal cortex, striatum, and hypothalamus were dissected, diluted in phosphate-buffered saline (PBS) (1 mL per 100 mg), and homogenized using an ultrasonic homogenizer. Homogenates were diluted 1:4, and Hcy levels in serum and tissues were measured using an Hcy ELISA kit (CUSABIO, Houston, TX, USA, CSB-E08896r) according to the manufacturer’s instructions.

For global DNA methylation analysis, tissues were processed as above. DNA was extracted using a DNA extraction kit (Vazyme, Nanjing, China, DC112), and concentration and purity were assessed by spectrophotometry to ensure consistency across samples. Global methylation levels were determined using a global DNA methylation assay kit (Epigentek, Farmingdale, NY, USA, P-1030-96) following the manufacturer’s protocol.

### 2.10. Cell Culture and Treatments

Primary rat brain microvascular endothelial cells (rBMECs) were isolated from the cerebral forebrain of 18–22-day-old SD rats using a rat brain microvascular endothelial cell isolation kit (Procell, Bethel, CT, USA, P-CA-601) following the manufacturer’s instructions. Briefly, the cerebral forebrain was dissected and minced, then digested with the provided specialized digestive solutions. The tissue homogenate was filtered through a 100 μm cell filter, and the isolated microvessels were collected by centrifugation using the specialized isolation solution. The obtained cells were resuspended in planting solution and seeded into T25 culture flasks. After 48 h of culture, the cells were purified using the screening solution to eliminate contaminating cells. Cells were cultured at 37 °C in a humidified atmosphere containing 5% CO_2_ and subjected to interventions and subsequent experiments after one passage. rBMECs were maintained in complete medium containing endothelial cell growth supplements (Procell, Canton, MA, USA, CM-R108).

A pre-prepared 50 μM Hcy solution (Sigma-Aldrich, H4628) dissolved in ddH_2_O was used for interventions, with ddH_2_O serving as the vehicle control. Cells were harvested and stored for subsequent analyses.

### 2.11. Cell Functional Assays

#### 2.11.1. Cell Proliferation Assay

Cell proliferation was assessed using the Cell Counting Kit-8 (CCK-8) assay (Mce, Monmouth Junction, NJ, USA). rBMECs were seeded in 96-well plates at a density of 5 × 10^3^ cells per well. After the indicated interventions, 10 μL of CCK-8 solution was added to each well, and the plates were incubated at 37 °C for an additional 2 h. Absorbance at 450 nm was measured using a microplate reader, with blank medium used as a reference. Cell proliferation rates were calculated relative to the control group and expressed as a percentage of control.

#### 2.11.2. Cell Apoptosis Assay

Apoptosis was detected using Annexin V-FITC/PI double staining followed by flow cytometry. rBMECs including those detached in the culture supernatant were collected, washed twice with ice-cold PBS, and resuspended in 1× binding buffer. Annexin V-FITC and PI staining were performed according to the manufacturer’s instructions (Mce, Monmouth Junction, NJ, USA), followed by incubation at room temperature in the dark for 15 min. Flow cytometric analysis was conducted within 1 h to quantify the percentages of early apoptotic (Annexin V^+^/PI^−^) and late apoptotic/necrotic (Annexin V^+^/PI^+^) cells.

#### 2.11.3. Cell Migration Assays

Wound Healing Assay. Collective cell migration was assessed using the scratch assay. rBMECs were seeded in 6-well plates and cultured until they reached >90% confluence. A straight scratch was made vertically across the center of each well using a sterile 200 μL pipette tip. Detached cells were gently removed by washing three times with PBS. The medium was then replaced with medium containing 1% fetal bovine serum (FBS) supplemented with the respective interventions. Images of the same scratch position were captured immediately (0 h) and 24 h post-intervention using an inverted microscope. Scratch width was measured using ImageJ software (National Institutes of Health, USA), and the migration rate was calculated as follows: Migration rate (%) = [(W_0h_ − W_24h_)/W_0h_] × 100%, where W represents the scratch width.

Transwell Migration Assay. Directional cell migration was assessed using Transwell chambers with 8.0 μm pore polycarbonate membranes. After the indicated interventions, rBMECs were harvested, resuspended in serum-free medium, and counted. A 100 μL aliquot of cell suspension containing 5 × 10^4^ cells was seeded into the upper chamber, while 600 μL of complete medium containing 20% FBS (as a chemoattractant) was added to the lower chamber. The chambers were incubated at 37 °C in a humidified atmosphere containing 5% CO_2_ for 24 h. Non-migrated cells remaining on the upper surface of the membrane were gently removed with a cotton swab. The membranes were then fixed in 4% paraformaldehyde for 15 min and stained with 0.1% crystal violet for 20 min. After gently washing with PBS, cells on the lower surface of the membrane were imaged in at least five random fields at 200× magnification using an inverted microscope. The number of migrated cells was counted, and the average count per well was used for statistical analysis.

#### 2.11.4. Tube Formation Assay

In vitro angiogenic potential was assessed using a Matrigel tube formation assay. Matrigel (Corning, Corning, NY, USA, 356234) was thawed overnight at 4 °C, and 50 μL was added to each well of a 96-well plate, followed by polymerization at 37 °C for 30 min. After the indicated interventions, rBMECs were harvested and seeded at a density of 2 × 10^4^ cells per well onto the polymerized Matrigel. Cells were incubated at 37 °C in a humidified atmosphere containing 5% CO_2_ for 4–8 h. Tube-like structures were imaged using an inverted microscope, and total tube length, number of branch points, and number of mesh-like structures were quantified using ImageJ software (National Institutes of Health, USA).

#### 2.11.5. Barrier Function Assays

Transepithelial electrical resistance (TEER) Measurement. rBMECs were seeded at a high density (1 × 10^5^ cells/well) onto pre-coated Transwell chambers (polycarbonate membrane, 0.4 μm pore size). The TEER was monitored daily until stable plateau values were achieved (>150 Ω·cm^2^), indicating the formation of a confluent monolayer. TEER was measured using a Millicell ERS-2 voltohmmeter at the indicated time points and expressed as a percentage of the resistance measured in blank membrane controls (medium only).

NaFl Permeability Assay. Following TEER measurement, NaFl solution (100 μg/mL) was added to the upper chamber, while an equal volume of blank medium was placed in the lower chamber. After 1 h of incubation at 37 °C, 100-μL aliquots were collected from the lower chamber. Fluorescence intensity was measured (excitation/emission: 480/538 nm), and the apparent permeability coefficient (P_app_, cm/s) was calculated using standard curves.

### 2.12. Transcriptome Sequencing

RNA sequencing and data analysis were performed by Novogene Co., Ltd. (Shanghai, China). Total RNA was extracted from primary rBMECs treated with Hcy for 24 h using TRIzol reagent. RNA integrity and purity were assessed using an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA); samples with RNA integrity number (RIN) > 9 and A_260_/A_280_ > ratio ≈ 2.1 were selected for subsequent analysis. The mRNA was enriched from total RNA using oligo(dT) magnetic beads. Following fragmentation, first-strand cDNA was synthesized using random hexamer primers, followed by second-strand cDNA synthesis. The cDNA libraries were then prepared through end repair, A-tailing, adapter ligation, fragment size selection, PCR amplification, and purification. Library concentration was quantified using a Qubit fluorometer and real-time PCR, and fragment size distribution was assessed using a Bioanalyzer. Qualified libraries were pooled according to effective concentration and target data volume requirements, and sequenced on an Illumina platform. Differential expression analysis between the homocysteine (Hcy)-treated group and the vehicle control group was performed using the DESeq2 R package (version 1.42.0), based on gene-level count data obtained from alignment to the Rattus norvegicus reference genome assembly mRatBN7.2 (rn7). DESeq2 models count data using a negative binomial distribution and provide empirical shrinkage for dispersion and fold change estimation. To account for multiple hypothesis testing, the Benjamini–Hochberg procedure was applied to adjust raw *p*-values, thereby controlling the false discovery rate (FDR). Genes with an adjusted *p*-value ≤ 0.05 and an absolute log_2_ fold change (|log_2_FC|) ≥ 1 were considered differentially expressed.

### 2.13. Flow Cytometric Sorting of Hippocampal Endothelial Cells

Hippocampal tissues were dissected from control and CUMS rats after modeling and immediately placed in ice-cold PBS. Tissues were minced into small pieces (approximately 1 mm^3^) using sterile scissors, then digested with a mixture of collagenase type II (1 mg/mL) and DNase I (0.1 mg/mL) in Hank’s balanced salt solution at 37 °C for 30 min with gentle agitation. The digestion reaction was terminated by adding an equal volume of ice-cold PBS containing 10% FBS. The resulting cell suspension was filtered through a 70 μm cell strainer to remove undigested tissue fragments and cell aggregates, then centrifuged at 300× *g* for 5 min at 4 °C. The cell pellet was washed twice with cold PBS containing 1% FBS to remove residual enzymes.

For immunostaining, the single-cell suspension was adjusted to a concentration of 1 × 10^6^ cells per 100 μL in staining buffer (PBS with 2% FBS). Cells were then stained with FITC-conjugated anti-rat CD45 antibody (BD Biosciences, San Jose, CA, USA, 554877) and PE-conjugated anti-rat CD31 antibody (BD Biosciences, 555027) at optimized dilutions (1:100) for 30 min at 4 °C in the dark. Following antibody incubation, cells were washed twice with staining buffer and centrifuged at 300× *g* for 5 min. After the final wash, cells were resuspended in staining buffer for immediate flow cytometric sorting. Endothelial cells were identified as CD45^−^/CD31^+^ population and sorted using a flow cytometer (BD FACSAria™, San Jose, CA, USA, III) equipped with appropriate lasers and filters. Sorted cells were collected into sterile tubes containing RNase inhibitor or lysis buffer for downstream analyses as required.

Sorted endothelial cells were collected into sterile 1.5 mL microcentrifuge tubes containing 500 μL of ice-cold PBS and centrifuged at 300× *g* for 5 min at 4 °C. The supernatant was carefully aspirated, and the cell pellet was washed once with 500 μL of ice-cold PBS to remove residual staining buffer and antibodies. After centrifugation under the same conditions, the supernatant was discarded, and the cell pellet was snap-frozen in liquid nitrogen and stored at −80 °C until DNA extraction. The cell pellet was used for Microscale 5-mC Methylome Sequencing and RT-qPCR.

### 2.14. Microscale 5-mC Methylome Sequencing

For whole-genome bisulfite sequencing (WGBS), DNA extraction was performed by Novogene Co., Ltd. (Shanghai, China) using a magnetic bead-based universal genomic DNA extraction kit (Tiangen, Beijing, China, DP705). Genomic DNA degradation and contamination were assessed by agarose gel electrophoresis. DNA purity was determined using a NanoPhotometer^®^ spectrophotometer (IMPLEN, Westlake Village, CA, USA). Fragment size distribution was examined using an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). DNA concentration was measured using the Qubit^®^ dsDNA HS Assay Kit with a Qubit^®^ 2.0 Fluorometer (Life Technologies, Carlsbad, CA, USA). Unmethylated λDNA (as a negative control) was spiked into 10–100 ng of DNA, and samples were fragmented to 200–350 bp using a Bioruptor Pico sonication device (Heidolph Instruments, Schwabach, Germany). Libraries were constructed after enzymatic treatment with TET2 and APOBEC3A. Library quality was assessed on an Agilent 2100 Bioanalyzer system. Sequencing was performed on an Illumina platform (Illumina, San Diego, CA, USA) using a paired-end 150 bp (PE150) strategy. The sequencing coverage for all six samples ranged from 18× to 24×. Raw data quality was assessed with FastQC (v0.11.3). Raw sequencing reads in FASTQ format were preprocessed using fastp (v0.20.0) to remove adapters and low-quality reads. Clean reads were aligned to the reference genome using Bismark (v0.16.3). Subsequent analyses included methylation level calling, differential methylation analysis, and Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis of genes associated with differentially methylated regions (DMRs). DMRs were identified using the DSS software (version 2.50.0, Bioconductor). The final DMRs were selected based on the following criteria: an absolute difference in mean methylation levels between the two groups of ≥10%, and a *p*-value ≤ 0.05.

### 2.15. Methylation-Specific PCR (MSP)

Genomic DNA was extracted from rat hippocampal tissues using a DNA extraction kit (Vazyme, DC112) according to the manufacturer’s instructions. DNA concentration and purity were assessed using a U-drop spectrophotometer. Samples with an A_260_/A_280_ ratio between 1.8 and 2.0 were selected for subsequent bisulfite conversion.

Purified genomic DNA (500 ng–1 μg) was treated with a bisulfite conversion kit (Vazyme, EM112) following the manufacturer’s protocol. This process deaminates unmethylated cytosines to uracil, while methylated cytosines (5-mC) remain unchanged. Converted DNA was eluted and stored at −20 °C. Methylation-specific PCR (MSP) was performed to assess the methylation status of the intron region of *Cacna1c*. The initially identified Cacna1c hypomethylated intronic region from sequencing data spanned chr4:151,764,138–152,379,454 (based on the mRatBN7.2 assembly). However, due to inherent alignment discrepancies between the sequencing reads and the reference genome, we manually corrected the coordinates. The corrected fragment is located immediately downstream of the transcription start site (TSS) at chr4:153,495,067–153,495,299. This region was extracted and used for MSP primer design via the MethPrimer online tool. Primer sequences are listed in Table S2.

Each PCR reaction (20 μL) contained 2 μL of bisulfite-converted DNA, 10 μL of 2× Taq PCR Master Mix, and 0.4 μM of each primer. The amplification conditions were as follows: initial denaturation at 95 °C for 5 min; 40 cycles of 95 °C for 30 s, annealing at 60 °C for 30 s, and 72 °C for 30 s; and a final extension at 72 °C for 7 min. PCR products were separated by electrophoresis on 2% agarose gels containing GelRed nucleic acid stain in 1× TAE buffer at 100 V for approximately 40 min. Gels were visualized under UV illumination. Methylation status was determined based on the presence or absence of bands amplified by methylated versus unmethylated primer sets.

### 2.16. Statistical Analysis

Statistical analyses were performed using GraphPad Prism (version 10.1; GraphPad Software, La Jolla, CA, USA). Data are presented as mean ± standard error of the mean (SEM). Exact sample sizes, statistical tests used, and the corresponding results are provided in the figure legends. Normality was assessed using the D’Agostino–Pearson omnibus test; when the normality assumption was violated, non-parametric tests were applied. Comparisons between two groups were performed using two-tailed Student’s *t*-test. For multiple group comparisons, one-way analysis of variance (ANOVA) followed by Tukey’s post hoc test, or two-way ANOVA followed by Bonferroni’s post hoc test, was used as appropriate. Statistical significance was defined as *p* < 0.05.

## 3. Results

### 3.1. Chronic Stress Induces Hippocampus-Predominant BBB Disruption in Rats

Rats exhibited cognitive decline after 8 weeks of CUMS, including a lower recognition index in the NORT, and decreased crossing numbers and longer escape latency to target platform in the MWMT (Figure S1). To determine whether CUMS induces region-specific BBB dysfunction, we first quantified BBB permeability across four brain regions including hippocampus, prefrontal cortex (PFC), striatum and hypothalamus using the NaFl tracer method. CUMS rats exhibited a profound increase in NaFl uptake specifically within the hippocampus, along with a significant but milder increase in the PFC (Figure 1A). In contrast, NaFl extravasation in the striatum and hypothalamus remained unaffected (Figure 1A). These findings indicate that chronic stress selectively compromises BBB integrity, resulting in pathological hyperpermeability that is most pronounced in the hippocampus.

Given that functional impairment is often rooted in morphological alterations, we next examined the ultrastructural integrity of hippocampal microvessels using transmission electron microscopy (TEM). The results showed that the continuous TJs observed in controls were severely fragmented with visible gaps following CUMS exposure (Figure 1B). Quantitative analysis confirmed a significant increase in TJ discontinuity (Figure 1C).

Consistent with the structural damage, Western blotting further confirmed a disrupted BBB molecular architecture in CUMS rats, evidenced by significant reductions in ZO-1, Occludin and Claudin-5 (Figure 1D–H). Collectively, these findings demonstrate that CUMS triggers a hippocampus-predominant breakdown of the BBB, characterized by loss of both structural and functional barrier integrity.

### 3.2. VBco-Mediated Hcy Reduction Reverses Chronic Stress-Induced BBB Disruption

To establish the pathological link between chronic stress, Hcy and BBB integrity, we first profiled Hcy levels in different brain regions following CUMS exposure. The results showed that CUMS significantly elevated systemic serum Hcy (Figure 2A) as well as locally in the hippocampus and PFC, but not in the striatum or hypothalamus (Figure 2B and Figure S4). Given that the hippocampus exhibited the most severe BBB disruption alongside this significant Hcy accumulation, we focused on hippocampal tissue for the subsequent mechanistic investigations.

To determine whether Hcy accumulation is causal for BBB damage, we utilized the VBco comprising VB_6_, folic acid and VB_12_, the essential cofactors to promote Hcy metabolism, to counteract Hcy accumulation in hippocampus of CUMS mice. VBco supplementation successfully reversed CUMS-induced cognitive deficits, restoring the prolonged escape latencies and reduced platform crossings in the MWMT and increasing the recognition index in the NORT (Figure S2). The NaFl tracer assays further demonstrated that VBco treatment restored hippocampal hyperpermeability in the CUMS rats (Figure 2C). TEM assay also revealed that the TJ discontinuity caused by CUMS were remarkably reduced following VBco treatment (Figure 2D,E). In addition, compared with the untreated CUMS group, VBco upregulated the expression of the TJ proteins including Claudin-5, Occludin, and ZO-1 (Figure 2F,J). Together, these results indicate that promoting Hcy metabolism is sufficient to restore the BBB integrity under chronic stress.

### 3.3. Hcy Directly Impairs Barrier Function in Primary Rat Brain Microvascular Endothelial Cells

To determine whether Hcy directly contributes to BBB disruption, we tested the effects of Hcy on BMEC function using rBMECs (The cell purity was verified by immunofluorescence staining, as shown in Figure S3). Our results showed that exposure to Hcy (25, 50, and 100 μM) dose-dependently suppressed rBMEC proliferation as assessed by the CCK-8 assay (Figure 3A), and significantly increased apoptotic cell death, as measured by 7-AAD staining (Figure 3B,C). Moreover, both wound-healing and Transwell migration assays indicated that Hcy delayed scratch closure (Figure 3D,E) and reduced the number of invading cells (Figure 3F,G), exhibiting the inhibitory effect on cell migration. In addition, tube formation assays demonstrated that Hcy severely disrupted angiogenic capacity, shortening the total tube length compared to the intact capillary-like networks in the control group (Figure 3H,I).

To directly evaluate the effect of Hcy on endothelial barrier integrity, we measured TEER and NaFl permeability across rBMEC monolayers. Consistent with the functional impairments observed above, Hcy treatment significantly reduced TEER values (Figure 3J) and increased paracellular NaFl leakage (Figure 3K), indicating a loss of endothelial barrier tightness. Collectively, these findings provide direct in vitro evidence that Hcy compromises BBB function by suppressing BMEC viability, migration, tube formation, and physical barrier integrity.

### 3.4. Genome-Wide Identification of Target Genes of Hcy in rBMECs

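The RNA-seq data comprised 6 libraries of rBMECs, 3 from cells treated with Hcy and 3 from cells given vehicle (Veh). rBMECs are primary endothelial cells that line the capillaries of the brain and form the blood–brain barrier, here isolated from rats 18 to 22 days of age. Treatment lasted 24 h. The paper's methods give an Hcy solution of 50 μM, and the labels of the libraries give a dose of 100 μM. The paper states that RNA with an integrity number above 9 was used, and the labels set the limit at 7. Libraries were made from poly(A) RNA. The authors deposited the number of reads counted on each gene in each library, without normalization, and a table of their own comparison with DESeq2. The paper's methods name mRatBN7.2 as the genome, and the deposited tables give gene positions without naming a build. These positions reach 282724300 on chromosome 1. The deposited Cacna1c position does not overlap the intervals of this gene in the paper's methods, so printed positions cannot be read as mRatBN7.2. The paper's text does not name the program that aligned or counted the RNA-seq reads, nor whether counting used the strand, so reads of overlapping genes and of near-identical copies can have been split or left out. The reads counted on genes were 14024997, 14848859 and 16634356 in Hcy replicates 1, 2 and 3, with a median of 14848859. They were 16764584, 15462620 and 14786920 in Veh replicates 1, 2 and 3, with a median of 15462620. At these depths, 3 counts correspond to between 0.178 and 0.215 CPM (counts scaled to library size), which was taken as the floor of detection and covers counting error only. Of the 33566 genes in the table, the 14603 with at least 10 counts summed over the 6 libraries were tested. Counts were normalized with edgeR's TMM method and compared between groups with edgeR's quasi-likelihood test. Genes were called differentially expressed at a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2 fold change of at least 1, the thresholds of the paper's methods. The adjustment of p, the fold-change threshold, the count minimum and the choice of test are the choices that could change these numbers. Gene families were tested as sets with limma's camera over the 12296 genes that passed edgeR's filterByExpr.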

To elucidate the molecular mechanisms by which Hcy regulates BMEC function and BBB integrity, we performed high-throughput RNA sequencing in rBMECs following Hcy treatment. 

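Of the 14603 genes tested in rBMECs, 71 were differentially expressed between Hcy and Veh, 37 upregulated and 34 downregulated. With the unadjusted p in place of the adjusted p in the same edgeR fit, the alternative that moved this count most, 374 genes passed, 217 upregulated and 157 downregulated. Without the fold-change threshold, 341 genes passed the adjusted p. With DESeq2 on the same genes and the same thresholds, 100 genes were called, and 70 of them were among the 71. When each library was left out in turn, between 39 and 112 genes were called, and 26 of the 71 were called in each of those fits. With the replicate number as a block, 82 genes were called, of which 63 were among the 71. The deviations of same-numbered Hcy and Veh libraries from their group means had a mean correlation of 0.083 across genes, and those of differently numbered libraries -0.041. Deviations cancel within each group, so the latter value largely follows from the former and is no independent comparison. In all 71 genes the Hcy and Veh libraries did not overlap. The same held for 2935 of the genes tested, or 20.1%, where chance gives 10%. The gene with the smallest p was Robo3, on chromosome 8 from 39892792 to 39907478. It rose from 2.56 ± 0.178 CPM (SD, n = 3) in Veh to 37.2 ± 4.54 CPM (SD, n = 3) in Hcy, a log2 fold change of 3.86 (standard error 0.14, adjusted p = 9.39e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The downregulated gene with the smallest p was Fam111a, on chromosome 1 from 229003961 to 229019527. It fell from 465 ± 36.2 CPM (SD, n = 3) to 163 ± 6.20 CPM (SD, n = 3), a log2 fold change of -1.51 (standard error 0.08, adjusted p = 7.62e-05 from the same edgeR test). The log2 fold changes of Dmtn, Fxyd6 and Syk, also among the 5 smallest p in their direction, were 1.64, 1.14 and -1.73. That of LOC103690108 was 2.00, and this gene shares its Swiss-Prot match with other tested genes, so its reads can have been split between copies.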

Compared with vehicle-treated controls, Hcy exposure resulted in 252 differentially expressed genes (DEGs), including 146 upregulated and 106 downregulated transcripts (Figure 4A,B). 

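GO terms were not analysed here. In their place, gene families named after the paper's terms were listed by hand and tested as sets, and a set's value is the mean log2 fold change of its genes. Such a test asks whether the genes of a family shift together in a common direction. The paper's enrichment of differentially expressed genes is another question, so a set short of the threshold does not speak against it. Cell adhesion, with 73 genes such as cadherins, integrins and immunoglobulin-type adhesion molecules, had a mean log2 fold change of 0.32 in Hcy relative to Veh. Of these genes 56 were higher in Hcy and 17 were lower (adjusted p = 5.76e-07 from limma's camera with Benjamini-Hochberg adjustment over 23 sets). Of the 73, 28 were clustered protocadherins, a division made after the values were seen, and genes of their alpha and gamma clusters share exons, so reads can have been split between them. Their mean log2 fold change was 0.50, with 27 higher and 1 lower. The other 45 genes had a mean of 0.20, with 29 higher and 16 lower (adjusted p = 0.0229 from limma's camera). With each library left out in turn, the mean over all 73 genes ran from 0.19 to 0.38. It was lowest without Veh replicate 3, at 0.19 (adjusted p = 0.0125 from limma's camera). The adjusted p of cell adhesion was 1.04e-07 with the replicate block. The alternative that moved it most was an inter-gene correlation estimated from the data in place of camera's fixed 0.01, which gave an adjusted p of 0.383, and limma's fry gave 0.0957. Among the 101 cell adhesion genes tested one by one with edgeR, 2 were called, Ncam2 and Vcam1, both upregulated. With adjustment over this list alone, 5 were called. Ncam2 had 22, 26 and 32 counts in Hcy replicates 1 to 3 and 0, 2 and 1 counts in the Veh replicates, which places it at least 9.08-fold higher in Hcy (adjusted p = 0.00737 from edgeR's quasi-likelihood test). Proteolysis, with 77 genes of protease families, had a mean log2 fold change of 0.19, with 50 genes higher and 27 lower (adjusted p = 0.00624 from limma's camera). The median of the set was lower, at 0.094, so its mean owes much to a few strongly raised genes such as Mmp9. For proteolysis the adjusted p was 0.0081 with the replicate block, 0.0506 when genes with at least 10 summed counts formed the background, and 0.204 with the estimated inter-gene correlation. Of 97 protease genes tested one by one, 5 were called, all upregulated, and adjustment over the list alone gave 5 as well. They were Mmp9, Prss12, Mmp10, Dpep2 and Cpe. Prss12 had a log2 fold change of 2.40 (standard error 0.29, adjusted p = 0.00538 from edgeR's test), and Cpe one of 1.09 (standard error 0.08, adjusted p = 0.000384 from the same test). Mmp10 had a log2 fold change of 1.17 and Dpep2 one of 1.09. The adjusted p of Mmp10 reached 0.187 and that of Dpep2 0.0807 in fits that left out a library.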

GO enrichment analysis revealed that these DEGs were primarily involved in cell adhesion and proteolysis, providing further evidence that Hcy triggers the structural degradation of the endothelial barrier (Figure 4C). Notably, a significant subset of DEGs was also enriched in oxidative stress-related pathways including ROS and oxidation-reduction processes (Figure 4C), indicating the redox dysregulation induced by Hcy in BMECs.

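The oxidation-reduction families, with 101 genes such as glutathione transferases, peroxiredoxins, aldehyde dehydrogenases and cytochromes P450, had a mean log2 fold change of -0.11 in Hcy relative to Veh. Of these genes 41 were higher and 60 lower in Hcy (adjusted p = 0.0541 from limma's camera with Benjamini-Hochberg adjustment over the 23 sets). The difference did not pass the threshold, and its adjusted p was 0.0682 with the replicate block and 0.0487 when counts were scaled by library totals alone. This concerns a common shift of the genes and does not test the paper's enrichment of differentially expressed genes. Among 114 such genes tested one by one with edgeR, 6 were called and all 6 were downregulated, and adjustment over the list alone called 8. Across all 14603 genes tested, 71 were called, which is a smaller share, though the difference in shares was not tested. Hmox1, on chromosome 19 from 14508616 to 14515456, encodes heme oxygenase 1. It fell from 101 ± 5.39 CPM (SD, n = 3) in Veh to 44.6 ± 2.92 CPM (SD, n = 3) in Hcy. Its log2 fold change was -1.17 (standard error 0.08, adjusted p = 0.000355 from edgeR's quasi-likelihood test). Nqo1, on the same chromosome from 38422164 to 38437180, encodes NAD(P)H quinone dehydrogenase 1 and fell from 778 ± 69.0 CPM (SD, n = 3) to 386 ± 15.5 CPM (SD, n = 3). The log2 fold change of Nqo1 was -1.01 (standard error 0.08, adjusted p = 0.00047 from the same edgeR test), and it stayed between -1.06 and -0.94 with each library left out. Lox, Gsta1, Cyp4f39 and Ptgr1 had log2 fold changes of -1.42, -1.70, -1.09 and -1.08. Gsta1, Cyp4f39 and Ptgr1 lost significance in fits that left out a library, with adjusted p up to 0.14, 0.184 and 0.171.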

To validate the transcriptomic findings, we performed qRT-PCR on representative DEGs involved in these enriched pathways, including *Vcam1*, *Spp1*, *Cacna1c*, *Nrcam*, *Hcn1* and *Mmp9*. 

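In the RNA-seq libraries, Mmp9 had 127, 104 and 208 counts in Hcy replicates 1 to 3 and 22, 10 and 10 counts in Veh replicates 1 to 3. Its level was 9.51 ± 2.74 CPM (SD, n = 3) in Hcy and 0.878 ± 0.371 CPM (SD, n = 3) in Veh. The log2 fold change was 3.41 (standard error 0.33, adjusted p = 0.00136 from edgeR's quasi-likelihood test). Vcam1 was higher in Hcy, with 7.71 ± 1.22 CPM (SD, n = 3) against 3.45 ± 0.0555 CPM (SD, n = 3) in Veh. Its log2 fold change was 1.16 (standard error 0.18, adjusted p = 0.0129 from edgeR's test). The adjusted p of Vcam1 lay between 0.000136 and 0.0799 across the alternatives, and it was above the threshold in 4 fits that left out a library. Spp1 was lower in Hcy, with 7.66 ± 0.686 CPM (SD, n = 3) against 25.6 ± 2.35 CPM (SD, n = 3). Its log2 fold change was -1.74 (standard error 0.12, adjusted p = 0.000355 from edgeR's test). Nrcam had 24, 19 and 31 counts in Hcy and 18, 11 and 9 counts in Veh. It was higher in every Hcy library than in every Veh library, with a log2 fold change of 1.01 (standard error 0.34), but did not pass the threshold (adjusted p = 0.217 from edgeR's test). Leaving out each library in turn kept its log2 fold change between 0.86 and 1.28.

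**Figure D1:**
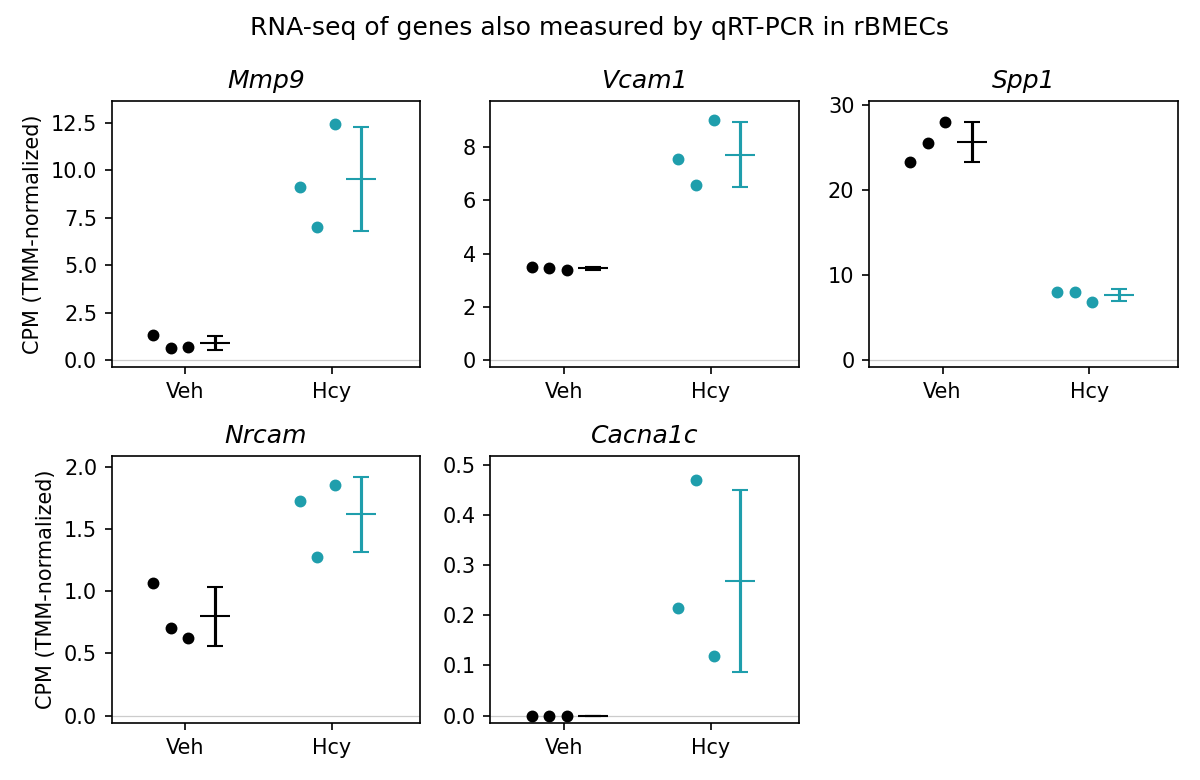
TMM-normalized CPM of Mmp9, Vcam1, Spp1, Nrcam and Cacna1c, with Veh in black and Hcy in blue-green; each point is 1 of 3 libraries per group, and the dash and bar beside the points give the mean and SD. The Hcy and Veh libraries do not overlap in any panel, only Spp1 is lower in Hcy, and Cacna1c is at 0 in all Veh libraries.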

The expression patterns of these genes were fully consistent with the RNA-seq results (Figure 4D). Together, these results demonstrate that Hcy induces a transcriptomic profile characterized by severe oxidative stress and structural barrier breakdown.

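Across the 12296 genes that passed filterByExpr, the first principal component held 30.5% of the variance and parted the groups, with Hcy libraries between -18.9 and -17.8 and Veh libraries between 15.4 and 21.9. The second component held 26.2% and parted Veh replicate 3, at 30.4, from Veh replicates 1 and 2, at -16 and -19. Of the transcripts that encode the tight junction proteins, Ocln was at 159 ± 2.27 CPM (SD, n = 3) in Hcy and 165 ± 9.67 CPM (SD, n = 3) in Veh. Its log2 fold change of -0.05 was within the spread between libraries (standard error 0.07, adjusted p = 0.845 from edgeR's quasi-likelihood test). Tjp1, which encodes ZO-1, was at 311 ± 22.8 CPM (SD, n = 3) in Hcy and 316 ± 53.4 CPM (SD, n = 3) in Veh. Its log2 fold change was -0.02 (standard error 0.12, adjusted p = 0.961 from the same edgeR test), and its sign changed in 3 fits that left out a library. Cldn5, which encodes Claudin-5, had 0 counts in all 6 libraries. In the deposited positions it lies inside Cdc45, a gene on the other strand. From the enriched terms for adhesion, proteolysis and redox processes and from the qRT-PCR of representative genes, the paper concludes that the profile is one of oxidative stress and barrier breakdown.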

### 3.5. Cav1.2 Upregulation Mediates Hcy-Induced Oxidative Stress and TJ Degradation in rBMECs

It is well established that intracellular calcium overload typically driven by ion channel dysfunction is a primary upstream trigger for excessive ROS generation [18,19]. Notably, Hcy exposure induced significant expression changes in calcium ion transport (Figure 4C), among which Cav1.2 (encoded by *Cacna1c*) emerged as a prominent candidate. 

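Cacna1c, listed on chromosome 4 from 150641066 to 150829913 on the minus strand in the deposited table, had 3, 7 and 2 counts in Hcy replicates 1 to 3 and 0 in each Veh library. The 3 Hcy libraries thus held 12 Cacna1c reads in all. Its level in Hcy was 0.268 ± 0.181 CPM (SD, n = 3), close to the floor of the libraries. Against that floor, Cacna1c was at least 1.4-fold higher in Hcy. Only Hcy replicate 2, with 7 counts, was above the 3 counts of the floor, so this bound rests largely on that library. The fitted log2 fold change was 5.08 (standard error 1.50), and the difference did not pass the threshold (adjusted p = 0.183 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). By p, Cacna1c was gene 924 of the 14603 tested. With a prior count of 2 the log2 fold change was 1.61. The adjusted p lay between 0.136 and 0.313 across the alternatives that gave one, and DESeq2 gave none because of the low mean count. With the replicate block the log2 fold change of Cacna1c was 5.09 (adjusted p = 0.259 from edgeR's test). The count table lists 26 genes of voltage-gated calcium channel subunits, a group counted after the values were seen, and 11 of them had enough counts to be tested. Of these, 5 were higher and 6 lower in Hcy, and 0 passed both thresholds, while 3 had an unadjusted p of at most 0.05 and a log2 fold change beyond 1. Calcium ion transport families, with 38 genes, had a mean log2 fold change of -0.09, with 15 genes higher and 23 lower in Hcy (adjusted p = 0.261 from limma's camera, and 0.305 with the replicate block). With each library left out in turn this mean ran from -0.17 to -0.03, and the set did not pass the threshold. This does not test the paper's enrichment of differentially expressed genes in calcium ion transport. Of 55 such genes tested one by one with edgeR, 2 were called, both downregulated, and adjustment over the list alone called 2. They were the ATP-gated channel genes P2rx5, with a log2 fold change of -1.09 (adjusted p = 0.0283 from edgeR's test), and P2rx7, which was at or under 3 counts in all Hcy libraries and 9 to 21 in Veh (adjusted p = 0.0443 from edgeR's test). Both lost significance in 5 of the fits that left out a library. The paper states that Cav1.2 emerged as a candidate from these changes.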

First, to test whether Cav1.2 serves as the molecular link between Hcy exposure and downstream endothelial dysfunction, we first validated its protein expression in rBMECs. q-PCR and Western blot analysis confirmed that Hcy significantly upregulated the mRNA and protein levels of Cav1.2 in the BMECs of CUMS rats (Figure 5A,B).

We then investigated whether Cav1.2 activation is responsible for the Hcy-induced redox imbalance. As expected, Hcy treatment triggered the ROS overproduction; however, pharmacological inhibition of Cav1.2 with nisoldipine attenuated this oxidative surge (Figure 5C,D), suggesting the role of Cav1.2 in Hcy-induced oxidative stress. Further, we assessed the impact of Cav1.2 blockade on endothelial structural integrity. The results showed that administration of nisoldipine effectively prevented the repression of Hcy on TJ proteins including Claudin-5, Occludin and ZO-1 (Figure 5E,I). Together, these findings demonstrate that the Hcy-induced upregulation of Cav1.2 acts as a significant trigger for endothelial barrier dysfunction.

### 3.6. Hcy-Induced DNA Hypomethylation Facilitates the Transcriptional Activation of Cav1.2 in rBMECs

Given that Hcy is a critical intermediate in one-carbon metabolism and a well-known disruptor of DNA methylation, we further investigated whether the upregulation of Cav1.2 is regulated through epigenetic modifications. We observed a significant reduction in the SAM/SAH ratio within the hippocampus of CUMS mice, accompanied by a decline in global DNA 5-mC levels (Figure 6A,B), suggesting a state of systemic hypomethylation. Subsequent WGBS profiling of isolated BMECs confirmed extensive epigenetic remodeling induced by CUMS (Figure 6C). While stress induced widespread DNA hypermethylation across many loci (2030 in promoters, 11,948 in gene bodies), a crucial subset of regions exhibited targeted hypomethylation (257 in promoters, 2890 in gene bodies), aligning with the systemic SAM/SAH deficit. Additionally, these DMRs highlighted genes involved in calcium signaling pathway, focal adhesion and regulation of actin cytoskeleton (Figure 6D).

Notably, Cav1.2 was identified as a key candidate among the differentially methylated genes, and there are significant hypomethylated sites within its intron (Figure 6E). We further validated the methylation status of Cav1.2 in rBMECs following Hcy treatment. MSP targeting the identified DMRs revealed that Hcy exposure significantly decreased the DNA 5-mC levels within an intronic region of the Cav1.2 gene (Figure 6F,G). These results suggest that Hcy-driven depletion of methyl donors is associated with intronic hypomethylation of Cav1.2, which may contribute to its upregulated expression in BMECs.

## 4. Discussion

In the present study, we identify Hcy as a critical driver in CUMS-induced BBB dysfunction and cognitive impairment. We demonstrated that CUMS selectively compromises BBB integrity in the hippocampus, a region vital for learning and memory. Lowering Hcy levels with VBco supplementation restored the hippocampal barrier and alleviated cognitive deficits. Mechanistically, Hcy disrupted BBB integrity by inducing DNA hypomethylation-mediated derepression of Cav1.2, which in turn overproduced ROS that impaired endothelial function. Overall, these findings identify Hcy-driven epigenetic dysregulation as a promising therapeutic target for mitigating neurovascular impairment under chronic stress.

Our finding that chronic stress selectively targets the hippocampal BBB aligns with previous reports showing increased permeability and tight junction (TJ) downregulation in this region following CUMS or foot-shock stress [20,21]. The preferential vulnerability of the hippocampus to BBB damage likely arises from the convergence of its high glucocorticoid receptor (GR) expression density, heavy metabolic and oxidative stress burden, and distinct astrocyte–pericyte interaction patterns [22,23]. Chronic stress drives sustained glucocorticoid elevation via HPA axis hyperactivation, which preferentially targets GR-rich hippocampal regions to directly downregulate tight junction protein expression and induce mitochondrial ROS production. Concurrently, the heightened reactivity of hippocampal astrocytes to inflammatory signals further amplifies the release of matrix metalloproteinases and pro-inflammatory cytokines, thereby disrupting neurovascular unit homeostasis. However, BBB disruption is not exclusively limited to the hippocampus. Other paradigms, such as restraint or chronic social defeat stress, have been shown to induce microvascular damage and Claudin-5 loss in the PFC and nucleus accumbens [24,25]. Taken together, these discrepancies suggest that the regional vulnerability of the BBB is highly model-dependent. Nonetheless, how distinct stressors dictate these spatial patterns of neurovascular injury remains a compelling question for future research.

The critical role of Hcy in cognitive and cerebrovascular disorders has been extensively documented [13,26]. Importantly, BBB integrity was damaged in models of HHcy, leading to increased cortical permeability and downregulation of TJ proteins [27,28]. Consistent with these findings, we observed significant BBB breakdown in the hippocampus of CUMS rats, which coincided with a marked elevation of local Hcy levels. Also, we suggested that Hcy at mildly to moderately elevated concentrations is sufficient to impair barrier-forming functions of BMECs. Interestingly, a key observation in our study is the significant elevation of central Hcy levels in the hippocampus of CUMS rats. The origin of this localized accumulation remains debated. Some evidence suggests that chronic stress impairs local Hcy catabolism in the hippocampus and PFC, leading to accumulation in these brain regions [29]. Alternatively, elevated circulating Hcy might infiltrate the brain through an already compromised BBB [13,30]. These findings reinforce the central role of Hcy in cerebrovascular and cognitive pathology.

While studies have established Hcy as a potent disruptor of BBB integrity, the precise mechanisms, particularly in the context of chronic stress, remain incompletely understood. Previous work has delineated multiple molecular pathways driving Hcy-induced endothelial dysfunction and BBB breakdown, including reduced nitric oxide (NO) bioavailability [31], excessive oxidative stress [32], impaired hydrogen sulfide signaling coupled with NF-κB-driven inflammatory activation [33] and protein N-homocysteinylation-mediated TJ protein downregulation [34]. 

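In the RNA-seq of rBMECs, gene families for extracellular matrix, inflammation, cell–cell junctions and protein folding were tested as sets in the same way as the families for cell adhesion. Extracellular matrix, with 53 genes, had a mean log2 fold change of 0.06 in Hcy relative to Veh (adjusted p = 0.177 from limma's camera, and 0.193 with the replicate block). This mean was -0.01 when genes with at least 10 summed counts were used, and also with Veh replicate 3 left out. With Veh replicate 1 left out it was 0.14 and passed the threshold (adjusted p = 0.0116 from limma's camera). Of 71 such genes tested with edgeR, Sparcl1 was called as upregulated and Lox and Timp2 as downregulated, and adjustment over the list alone called 7. Sparcl1 had a log2 fold change of 1.93 (standard error 0.10, adjusted p = 7.62e-05 from edgeR's quasi-likelihood test), and Timp2 one of -1.25 (standard error 0.11, adjusted p = 0.000801 from the same test). Inflammation, with 40 genes, had a mean log2 fold change of 0.19, with 29 genes higher and 11 lower (adjusted p = 0.000435 from limma's camera, and 0.000729 with the replicate block). With the inter-gene correlation estimated from the data its adjusted p was 0.211. With each library left out in turn its mean ran from 0.12 to 0.21, lowest without Hcy replicate 3 (adjusted p = 0.00882 from limma's camera). Of 48 inflammation genes tested with edgeR, Vcam1 was upregulated and Tnfsf18 was downregulated, and adjustment over the list alone called 3. Tnfsf18 had a log2 fold change of -1.15 (standard error 0.07, adjusted p = 0.000134 from edgeR's test). Cell–cell junctions, with 31 genes, had a mean log2 fold change of -0.02, with 15 genes higher and 16 lower (adjusted p = 0.761 from limma's camera, and 0.766 with the replicate block). The only junction gene called among 37 tested was Cldn4, with a log2 fold change of -1.92 (standard error 0.32, adjusted p = 0.0165 from edgeR's test), at 0.736 ± 0.236 CPM (SD, n = 3) in Hcy and 2.79 ± 0.403 CPM (SD, n = 3) in Veh. Cldn4 lost significance in 5 of the 6 fits that left out a library, with adjusted p up to 0.0816. Protein folding, with 107 genes, had a mean log2 fold change of -0.03, with 58 genes higher and 49 lower (adjusted p = 0.804 from limma's camera, and 0.808 with the replicate block). Of 112 folding genes tested, Pdia5 and Hsp90aa1 were downregulated, and adjustment over the list alone called 3. Pdia5 had a log2 fold change of -2.24 (standard error 0.23, adjusted p = 0.00214 from edgeR's test). Hsp90aa1 had a log2 fold change of -1.88 (standard error 0.40, adjusted p = 0.0493 from edgeR's test), shares its Swiss-Prot match with another tested gene, and had adjusted p up to 0.229 across the alternatives.

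**Figure D2:**
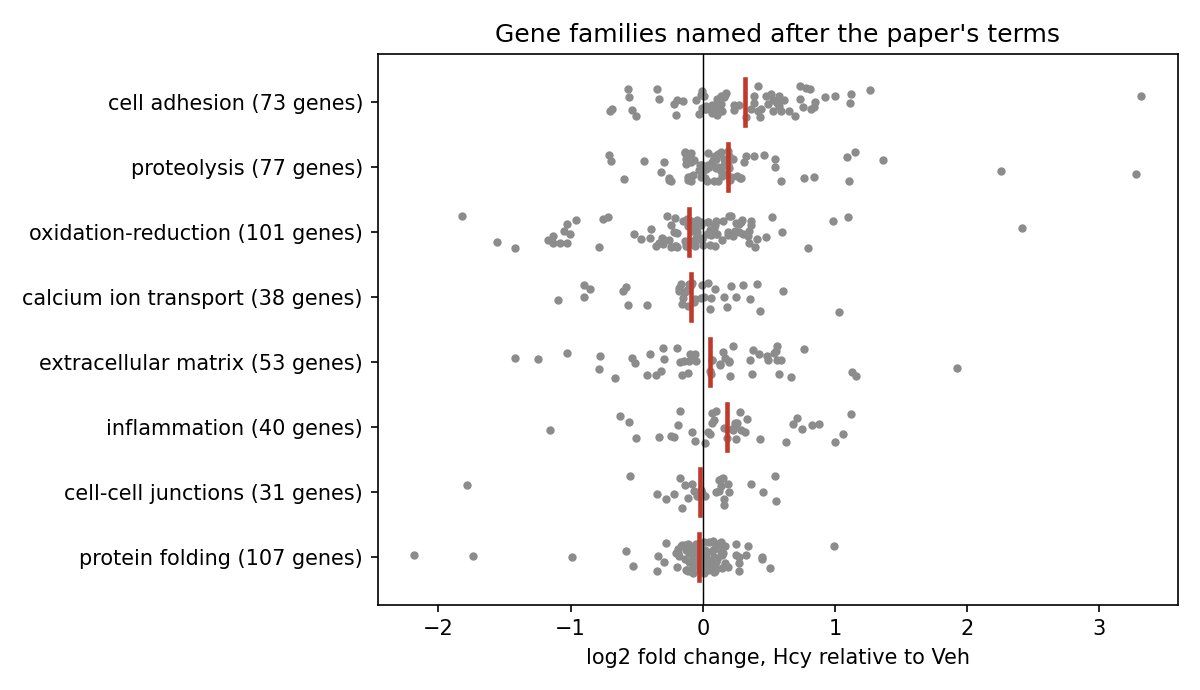
Log2 fold change of Hcy relative to Veh for each gene of the families named after the paper's terms, 1 grey point per gene, with the mean of each family as a red line. The means lie between -0.11 for oxidation-reduction and 0.32 for cell adhesion, and genes of each family lie on both sides of 0.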

Consistently, our transcriptomic profiling of rBMECs exposed to Hcy showed that Hcy treatment upregulated genes involved in the extracellular matrix remodeling, inflammation, oxidative stress and proteolysis, alongside downregulation of genes associated with cell–cell junctions and protein folding, suggesting that Hcy reprograms endothelial functions at the gene expression level.

Notably, emerging evidence has linked Hcy to methylation dysregulation. Hcy accumulation leads to the buildup of SAH, a potent inhibitor of cellular methyltransferases, which has been reported to induce global DNA hypomethylation and pro-inflammatory activation in vascular endothelium [35]. For example, Hcy can upregulate p66SHC expression through promoter hypomethylation, subsequently mediating endothelial oxidative stress and inflammatory responses [36]. In our study, we revealed that stress-induced elevated Hcy suppressed DNA 5-mC modifications at the *Cacna1c* intron region to relieve transcriptional repression and consequently led to significantly elevate Cav1.2 expression. While Cav1.2 is classically associated with neuronal signaling, its aberrant expression is increasingly recognized as a driver of endothelial pathology [18]. We demonstrate that Hcy-driven Cav1.2 upregulation induced severe oxidative stress and the subsequent TJ protein degradation that disrupt the BBB.

Several limitations of the present study should be acknowledged. First, although we observed an association between Hcy-driven methyl donor depletion and intronic hypomethylation of Cav1.2, direct causal evidence demonstrating that this epigenetic alteration leads to transcriptional activation of Cacna1c remains to be established. We will employ reporter assays and chromatin immunoprecipitation analyses to further clarify the causal relationship in future studies. Additionally, while vitamin B complex supplementation effectively lowered plasma Hcy levels and partially ameliorated BBB disruption in our chronic stress model, we recognize that this intervention lacks strict specificity for Hcy metabolism. Beyond Hcy reduction, B vitamins (particularly folate, B12, and B6) participate extensively in one-carbon metabolism, which supports diverse physiological processes including DNA methylation, nucleotide synthesis, and phospholipid metabolism [37]. Consequently, the observed protective effects may partially reflect improved methylation capacity, enhanced endothelial function [38], or modulation of neurotransmitter synthesis [39] independent of Hcy lowering. Additionally this combined supplementation cannot distinguish which specific component or formulation exerts the protective effect, limiting further identification of the active ingredient(s). In the future, we will explore more specific homocysteine-regulating agents and employ gene-editing strategies targeting key Hcy-metabolizing enzymes, thereby circumventing the off-target effects inherent to vitamin B complex supplementation. We will further perform conditional Cacna1c knockout and targeted epigenetic editing of its promoter to clarify whether Hcy exerts its effects specifically through Cacna1c and how its hypomethylation contributes to this process. Finally, a limitation of this study is insufficient sample size in some in vitro experiments. Although the data show consistent and biologically meaningful differences, and are supported by in vivo evidence, we acknowledge that larger sample sizes would increase statistical power. Future studies should include more biological replicates to confirm these findings.

Future research will map the specific differentially methylated positions (DMPs) within the *Cacna1c* locus and identify the corresponding transcription factors that mediate its transcriptional activation. Additionally, the potency of *Cacna1c* methylation signatures serving as a biomarker for chronic stress-related BBB dysfunction and cognitive decline will be another focus of our future studies.

## 5. Conclusions

In conclusion, we demonstrate that chronic stress induces a region-specific BBB disruption predominantly in the hippocampus, critically driven by local Hcy accumulation. Elevated Hcy severely impairs the barrier-forming function of BMECs by triggering a Cav1.2-dependent ROS burst and TJ degradation. Importantly, lowering Hcy via vitamin B supplementation effectively restores BBB integrity and mitigates cognitive deficits. Overall, our study unveils a critical epigenetic link whereby stress-induced Hcy accumulation drives hippocampal BBB dysregulation through Cacna1c hypomethylation and subsequent Cav1.2 overexpression, providing a novel therapeutic target to preserve neurovascular health and cognitive ability against chronic stress.

## Figures and Tables

**Figure 1:**
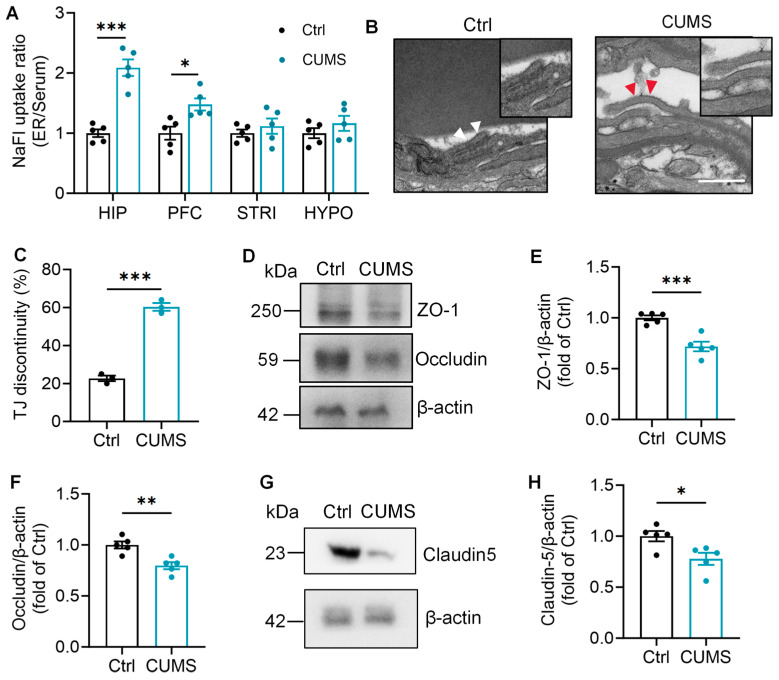
Chronic stress induces hippocampus-predominant BBB disruption in rats. (**A**) Normalized BBB permeability to NaFl in stress-related brain regions of rats (Student’s unpaired *t* test, *n* = 5). The black bar represents the “Ctrl” group, and the blue bar represents the “CUMS” group (left and right bars in each pair, respectively). (**B**) Representative TEM images of TJ structures in the hippocampus of rats, Scale bar: 500 nm. Intact TJs are indicated by white arrows, and discontinuous TJs are indicated by red arrows. (**C**) Quantification of the percentage of discontinuous tight junctions in (**B**) (Student’s unpaired *t* test, *n* = 3 rats, 20–25 TJs per rat). (**D**) Representative Western blot images showing protein levels of Occludin and ZO-1 in the hippocampus. (**E**,**F**) Quantitative analysis of Occludin and ZO-1 protein levels in (**E**) (Student’s unpaired *t* test, *n* = 5). (**G**) Representative Western blot images showing protein levels of Claudin-5 in the hippocampus. (**H**) Quantitative analysis of Claudin-5 protein levels in (**E**) (Student’s unpaired *t* test, *n* = 5). Data are expressed as mean ± SEM. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, vs. Ctrl.

**Figure 2:**
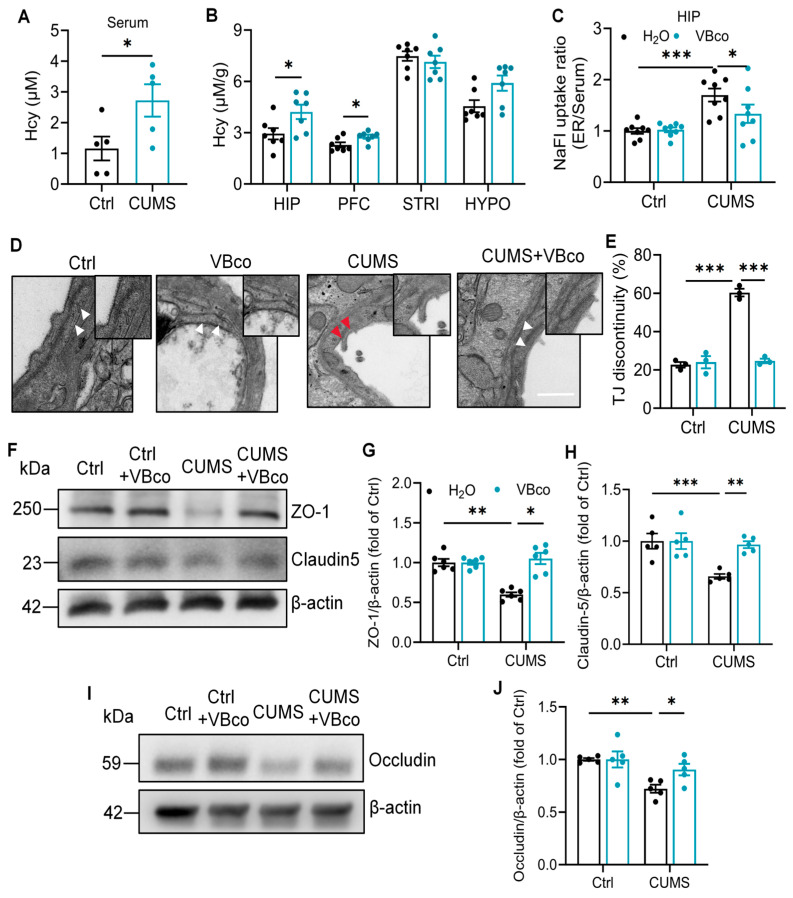
VBco-mediated Hcy reduction reverses chronic stress-induced BBB disruption. (**A**) Comparison of Hcy levels in rat serum and stress-related brain regions (Student’s unpaired *t* test, *n* = 5). (**B**) Comparison of Hcy levels in rat serum and stress-related brain regions (Student’s unpaired *t* test, *n* = 7). The black bar represents the “Ctrl” group, and the blue bar represents the “CUMS” group (left and right bars in each pair, respectively). (**C**) Normalized BBB permeability to NaFl in the hippocampus (two-way ANOVA followed by Tukey’s post hoc test, *n* = 8). (**D**) Representative TEM images of TJ structures in the hippocampus of rats, Scale bar: 500 nm. Intact TJs are indicated by white arrows, and discontinuous TJs are indicated by red arrows. (**E**) Quantification of the percentage of discontinuous tight junctions in (**D**) (two-way ANOVA followed by Tukey’s post hoc test, *n* = 3 rats, 20–25 TJs per rat). The black bar represents the group administered with saline by gavage, and the blue bar represents the group administered with VBco by gavage (left and right bars in each pair, respectively). (**F**) Representative Western blot images showing protein levels of Claudin-5 and ZO-1 in the hippocampus. (**G**,**H**) Quantitative analysis of Claudin-5 and ZO-1 protein levels in (**F**) (two-way ANOVA followed by Tukey’s post hoc test, ZO-1 *n* = 6, Claudin-5 *n* = 5). The black bar represents the group administered with saline by gavage, and the blue bar represents the group administered with VBco by gavage (left and right bars in each pair, respectively). (**I**) Representative Western blot images showing protein levels of Occludin in the hippocampus. (**J**) Quantitative analysis of Occludin protein levels in (**I**) (two-way ANOVA followed by Tukey’s post hoc test, *n* = 5). The black bar represents the group administered with saline by gavage, and the blue bar represents the group administered with VBco by gavage (left and right bars in each pair, respectively). The data are presented as the mean ± SEM. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, vs. Ctrl; vs. CUMS.

**Figure 3:**
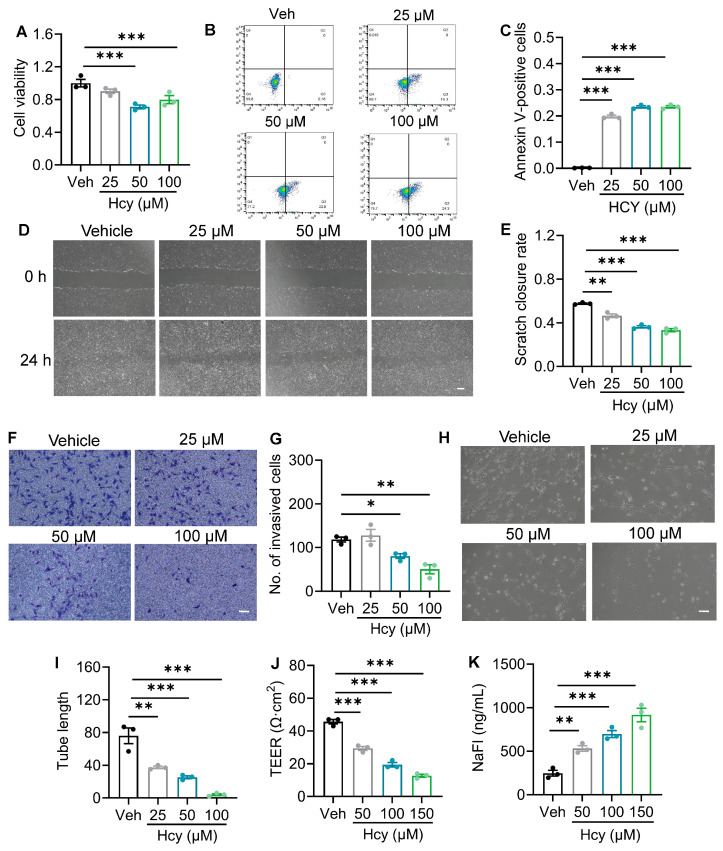
Hcy directly impairs barrier function in primary rat brain microvascular endothelial cells. (**A**) Cell proliferation of rBMECs treated with Hcy at 48 h assessed by CCK-8 assay (one-way ANOVA followed by Tukey’s post hoc test, *n* = 3). (**B**) Representative flow cytometry plots showing apoptosis in Hcy-treated rBMECs at 24 h detected by Annexin V-FITC/7-AAD double staining. (**C**) Apoptosis of Hcy-treated rBMECs at 24 h detected by 7-AAD staining (one-way ANOVA followed by Tukey’s post hoc test, *n* = 3). (**D**) Representative scratch wound healing images at 0 and 24 h. Scale bar: 200 μm. (**E**) Quantification of migration distance (one-way ANOVA followed by Tukey’s post hoc test, *n* = 3). (**F**) Representative Transwell migration images. Scale bar: 200 μm. (**G**) Quantification of migrated cells (one-way ANOVA followed by Tukey’s post hoc test, *n* = 3). (**H**) Representative tube formation images. Scale bar: 200 μm. (**I**) Quantification of tube length (one-way ANOVA followed by Tukey’s post hoc test, *n* = 3). (**J**) TEER values in Hcy-treated cells (one-way ANOVA followed by Tukey’s post hoc test, *n* = 3). (**K**) NaFl permeability in Hcy-treated cells (one-way ANOVA followed by Tukey’s post hoc test, *n* = 3). The data are presented as the mean ± SEM. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, vs. Veh.

**Figure 4:**
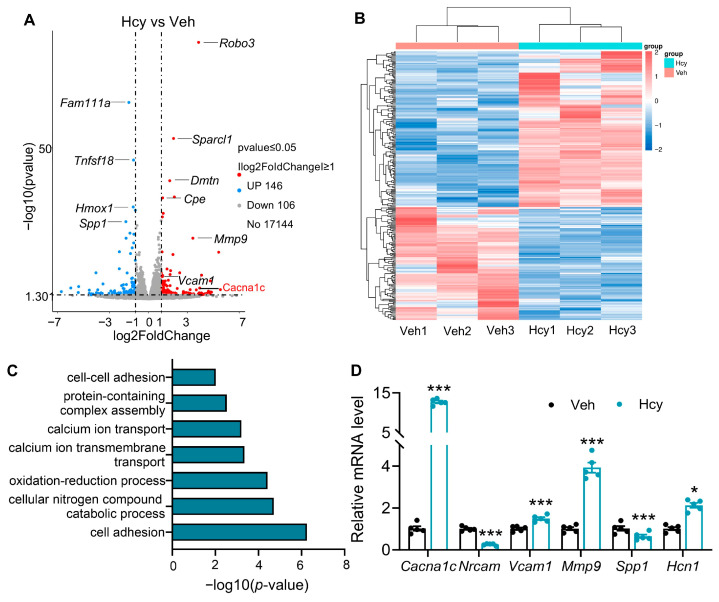
Transcriptomic profiling identifies Hcy-regulated genes in rBMECs. (**A**) Volcano plot of DEGs in rBMECs treated with Hcy. (**B**) Heatmap of DEGs in Hcy-treated rBMECs. (**C**) GO enrichment analysis of DEGs associated with BBB function or oxidative stress. (**D**) mRNA expression levels of representative DEGs validated by RT-qPCR in rBMECs treated with Hcy (Student’s unpaired *t* test, n = 5). The data are presented as the mean ± SEM. * *p* < 0.05, *** *p* < 0.001, vs. Veh.

**Figure 5:**
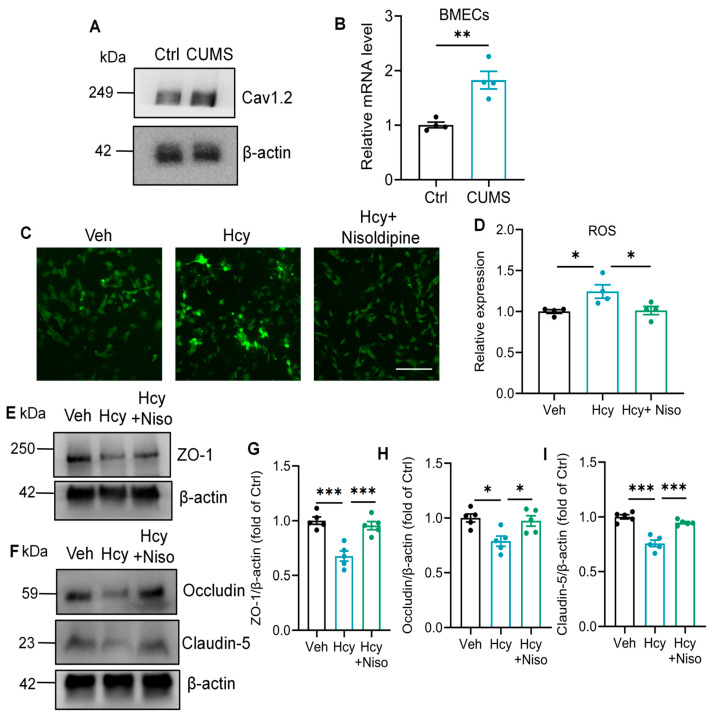
Cav1.2 upregulation mediates Hcy-induced oxidative stress and TJ degradation in rBMECs. (**A**) Representative Western blot images showing protein levels of Cacna1c in the hippocampus. (**B**) Cav1.2 mRNA expression in BMECs of CUMS rats treated with Hcy detected by qRT-PCR (Student’s unpaired *t* test, *n* = 4). (**C**) Representative fluorescent images of ROS in rBMECs treated with Hcy for 12 h. Scale bar: 200 μm. (**D**) Quantification of ROS fluorescence intensity (one-way ANOVA followed by Tukey’s post hoc test, *n* = 4). (**E**) Representative Western blot images showing protein levels of ZO-1 in the rBMECs. (**F**) Representative Western blot images showing protein levels of Occludin and Claudin-5 in the rBMECs. (**G**) Quantitative analysis of ZO-1 protein levels in (**E**) (one-way ANOVA followed by Tukey’s post hoc test, *n* = 5). (**H**,**I**) Quantitative analysis of ZO-1 protein levels in (**E**) (one-way ANOVA followed by Tukey’s post hoc test, *n* = 5). The data are presented as the mean ± SEM. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, vs. Veh; vs. Hcy.

**Figure 6:**
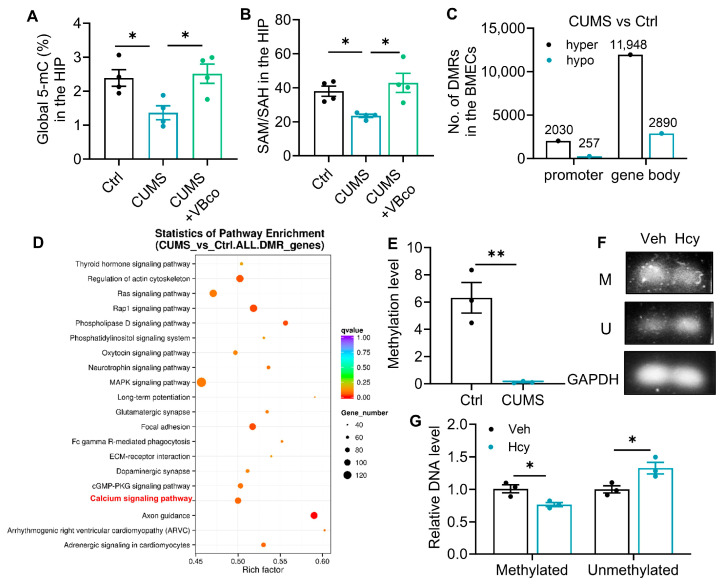
Hcy-induced DNA hypomethylation facilitates the transcriptional activation of Cav1.2 in rBMECs. (**A**) SAM/SAH ratio in the hippocampus of CUMS mice (one-way ANOVA followed by Tukey’s post hoc test, *n* = 3). (**B**) Global DNA 5-mC levels in the hippocampus of CUMS mice (one-way ANOVA followed by Tukey’s post hoc test, *n* = 3). (**C**) WGBS profiling showing DNA methylation changes in BMECs isolated from CUMS mice. (**D**) GO pathway enrichment analysis of DMRs identified by WGBS. The Cav1.2-related pathway is highlighted in red. (**E**) Quantification of DNA methylation levels at hypomethylated sites within the Cacna1c gene identified by WGBS (Student’s unpaired *t* test, *n* = 3). (**F**) Representative MSP images showing DNA methylation levels within the intronic region of Cav1.2 in rBMECs treated with Hcy. (**G**) Quantification of DNA 5-mC levels in the Cav1.2 intronic region assessed by MSP (one-way ANOVA followed by Tukey’s post hoc test, *n* = 3). The data are presented as the mean ± SEM. * *p* < 0.05, ** *p* < 0.01, vs. Ctrl; vs. CUMS; vs. Veh; vs. Hcy.

## Data Availability

The transcriptomic and DNA methylomic sequencing data reported in this paper have been deposited in the Gene Expression Omnibus (GEO) database (transcriptome: GSE327052; methylation: GSE327662). These records are scheduled for public release on 16 June 2026, consistent with the journal’s data sharing policy. The original contributions presented in this study are included in the article. Further inquiries can be directed to the corresponding author.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/brainsci16050491/s1, Figure S1: CUMS induces cognitive impairment in rats; Figure S2: VBco-mediated Hcy reduction alleviates CUMS-induced cognitive impairment in rats; Figure S3: Identification of primary rBMECs purity by CD31 immunofluorescence staining; Figure S4: VBco-mediated Hcy reduction reverses chronic stress-induced BBB disruption in different brain regions; Table S1: qRT-PCR primers; Table S2: MSP primers; Table S3: List of differentially expressed genes identified by RNA-seq.

# Supplementary material for: Homocysteine Drives Hippocampal Blood–Brain Barrier Disruption and Cognitive Decline Under Chronic Stress via DNA Hypomethylation of Cav1.2
**Source:** Brain Sci. 2026 Apr 30;16(5):491. doi: 10.3390/brainsci16050491
**Supplement:** Supplementary file 1

# Homocysteine Drives Hippocampal Blood–Brain Barrier Disruption and Cognitive Decline Under Chronic Stress via DNA Hypomethylation of Cav1.2

Mao-Yang Zhou, Jin-Shan Li, Zhao-Xin Sun, Jie Yin, Yun Zhao, Fang Xie, Xue Wang, Sheng-Hui Zhang, Zhao-Wei Sun and Ling-Jia Qian \*

## Supplementary Figures

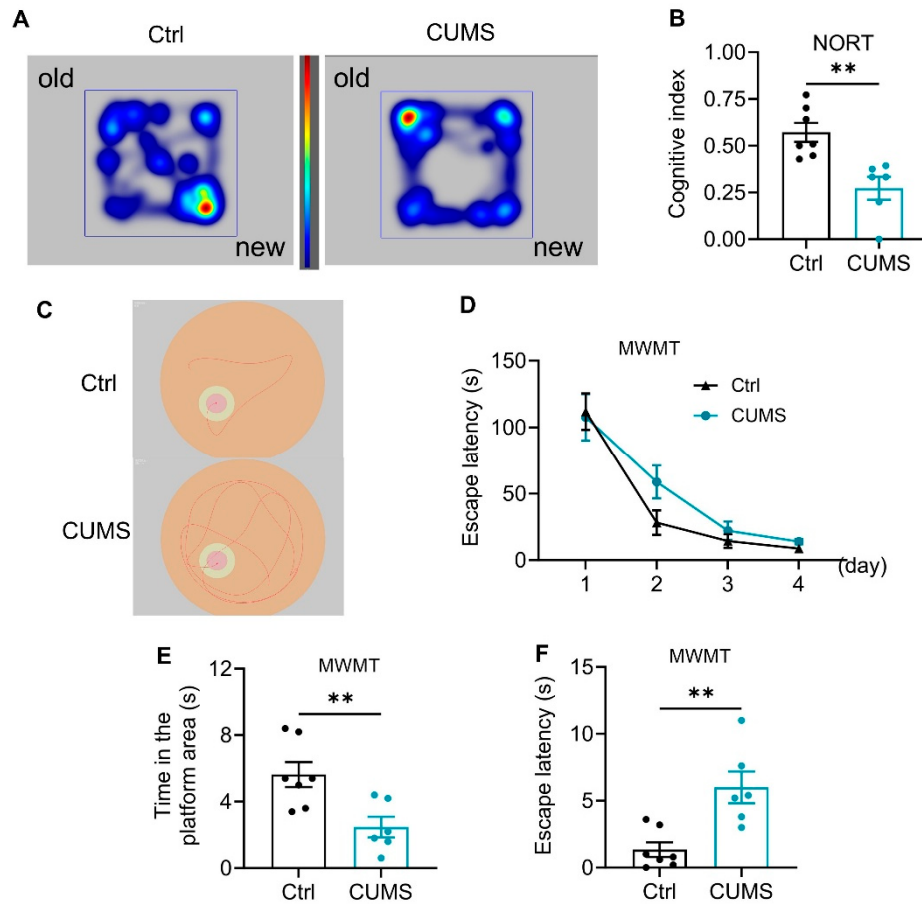

**Figure S1.** CUMS induces cognitive impairment in rats. **(A)** Representative heatmaps of rat locomotor trajectories in the NORT. The familiar object was placed in the upper-left corner, and the novel object was placed in the lower-right corner; red indicates more frequent visits. **(B)** Comparison of the recognition index in the NORT,  $n = 7$ . **(C)** Representative swim trajectories of rats in the MWMT. The platform area is located in the lower-left quadrant. **(D)** Line graph showing escape latency during the training phase in the MWMT. **(E)** Comparison of time spent in the platform quadrant during the test phase in the MWMT,  $n = 7$ . **(F)** Comparison of the first platform escape latency during the test phase in the MWM,  $n = 7$ . The data are presented as the mean + SEM. \*\* $p < 0.01$ , vs. Ctrl.

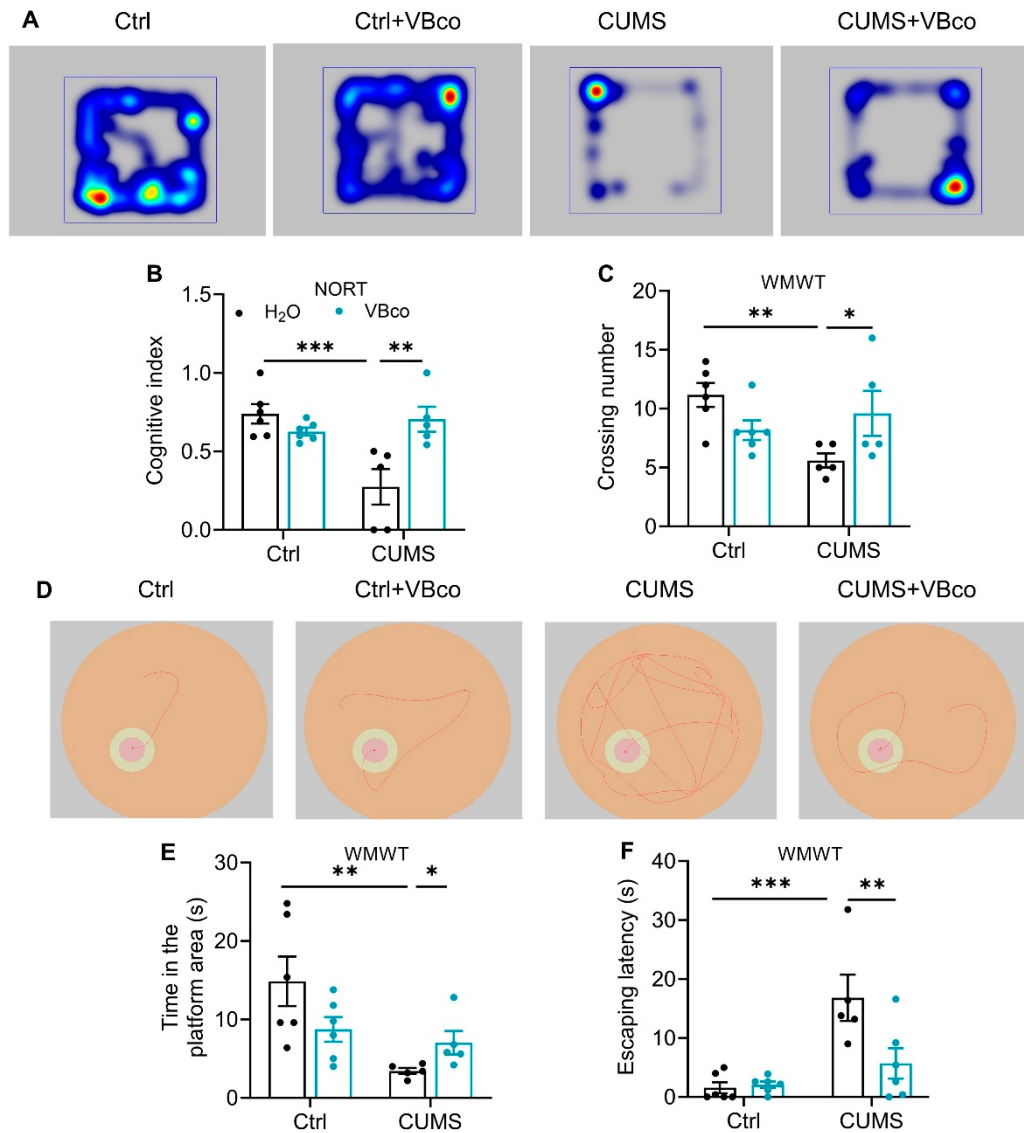

**Figure S2.** VBco-mediated Hcy reduction alleviates CUMS-induced cognitive impairment in rats. **(A)** Representative heatmaps of rat locomotor trajectories in the NORT. The familiar object was placed in the upper-left corner, and the novel object was placed in the lower-right corner; red indicates more frequent visits. **(B)** Comparison of the recognition index in the novel object recognition test (Two-way ANOVA followed by Tukey's post hoc test,  $n = 7$ ). **(C)** Comparison of time spent in the platform quadrant during the training phase in the MWMT. The platform area is located in the lower-left quadrant (Two-way ANOVA followed by Tukey's post hoc test,  $n = 7$ ). **(D)** Representative swim trajectories of rats in the MWMT. **(E)** Comparison of time spent in the platform quadrant during the test phase in the MWMT (Two-way ANOVA followed by Tukey's post hoc test,  $n = 7$ ). **(F)** Comparison of the first platform crossing latency during the test phase in the MWMT (Two-way ANOVA followed by Tukey's post hoc test,  $n = 7$ ). The data are presented as the mean + SEM. \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ , vs. Ctrl.

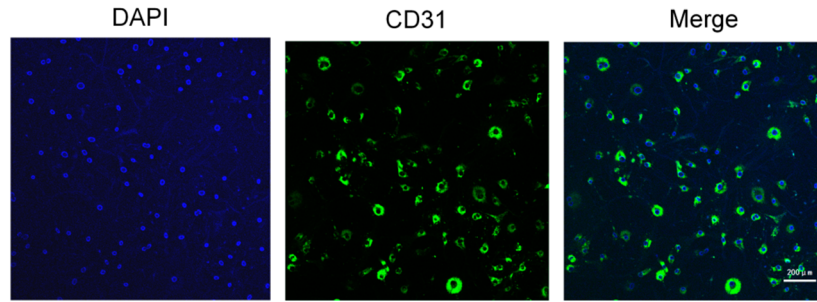

**Figure S3.** Identification of primary rBMECs purity by CD31 immunofluorescence staining. Representative immunofluorescence images of primary rBMECs. Nuclei were stained with DAPI (blue), CD31 (endothelial cell marker) was stained with Alexa Fluor 488-conjugated antibody (green), and merged images show co-localization. Scale bar: 200 nm.

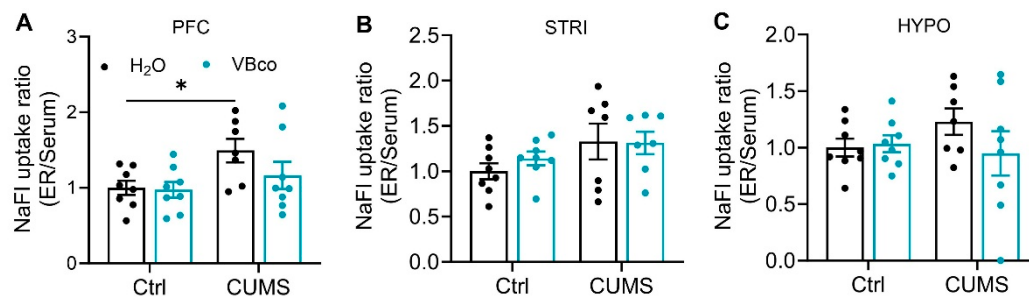

**Figure S4.** VBco-mediated Hcy reduction reverses chronic stress-induced BBB disruption in different brain regions. (A) Normalized BBB permeability to NaFl in the PFC (Two-way ANOVA followed by Tukey's post hoc test,  $n = 8$ ). (B) Normalized BBB permeability to NaFl in the STRI (Two-way ANOVA followed by Tukey's post hoc test,  $n = 8$ ). (C) Normalized BBB permeability to NaFl in the HYPO (Two-way ANOVA followed by Tukey's post hoc test,  $n = 8$ ). The data are presented as the mean + SEM. \*  $p < 0.05$ , vs. Ctrl+H<sub>2</sub>O; vs. CUMS+H<sub>2</sub>O.

## Supplementary Tables

**Table S1.** qRT-PCR primers.

| Gene    | Strand  | Primer (5'→3')         |
|---------|---------|------------------------|
| Cacna1c | Forward | ATGGGCATCTTTGCGTCACA   |
| Cacna1c | Reverse | CAAACCCGAACGGGATCTACAG |
| Nrcam   | Forward | GGCAGCAAAGAAGAATGGAG   |
| Nrcam   | Reverse | CTTGGGTCGCAATATCCACT   |
| Vcam1   | Forward | AGTTACACAGCAGTCAAATGG  |
| Vcam1   | Reverse | CTTTCGGAGCAACGTTGAC    |
| Mmp9    | Forward | CATGTATCACTACCACGAGGA  |
| Mmp9    | Reverse | TTAGAGCCACGACCATAACAG  |
| Hcn1    | Reverse | TCATGTGGAATATCTCTTCCC  |
| Spp1    | Forward | TTTCTGATGAACAGTATCCCGA |
| Spp1    | Reverse | TGATAGCCTCATCGGACTC    |
| GAPDH   | Forward | AACTCCCATTCTTCCACCT    |
| GAPDH   | Reverse | TTGTCATACCAGGAAATGAGC  |

**Table S2.** MSP primers.

| Primer Name | Strand  | Primer (5'→3')             |
|-------------|---------|----------------------------|
| Cacna1c-M   | Forward | TTTTTTTTATCGTTTTTATTTTCGA  |
| Cacna1c-M   | Reverse | CTACCTACCTATACTTCCTCACGAC  |
| Cacna1c-U   | Reverse | CTACCTACCTATACTTCCTCACAAAC |

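Table S3 lists each gene's normalized counts, log2 fold change, unadjusted p and adjusted p from the authors' comparison with DESeq2. The authors' deposited table holds 17396 genes, of which 252 have an unadjusted p of at most 0.05 and an absolute log2 fold change of at least 1, and these are the 252 genes of Table S3. In the authors' deposited table, 99 genes have an adjusted p of at most 0.05 at the same fold change, 55 upregulated and 44 downregulated. Of the 252 genes, the authors' deposited table gives 32 an adjusted p of 1 and 61 a mean normalized count under 10. With DESeq2 run on the deposited counts of genes with at least 1 count, the unadjusted p gave 252 genes, and all 252 were shared with the authors' list. The 71 genes called with edgeR are all in Table S3, and 69 of them are among the authors' 99. Of the Table S3 genes, 249 had enough counts to be tested with edgeR, and with adjustment over this list alone 240 were called, which shows no stability because the list holds the authors' own calls on these libraries.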

**Table S3.** List of differentially expressed genes identified by RNA-seq.

See Supplementary Information S2

How the deposited data were processed for this re-analysis (not part of the article)

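RNA was sequenced from 6 libraries of rBMECs, 3 treated with Hcy and 3 with vehicle (Veh) for 24 h. The libraries were grouped by their labels, which carry the names that Table S3 and Figure 4B use. The paper's methods give 50 μM Hcy and the labels 100 μM. The other experiments of the paper, among them qRT-PCR, methylation sequencing and the animal experiments, were not analysed here.

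The authors deposited raw counts of reads per gene for the 33566 genes of their annotation, with gene positions and lengths. The paper's methods name mRatBN7.2 as the genome. The deposited table names no build, and positions are given as it lists them. Its Cacna1c position does not overlap the intervals of this gene in the paper's methods, so its positions cannot be read as mRatBN7.2. The paper's text names neither the aligner nor the counting program of the RNA-seq. The authors also deposited a table of their comparison with DESeq2, which holds a normalized signal per library (counts divided by 1 size factor per library), log2 fold changes, and unadjusted and adjusted p-values. Counts were taken only from the count table. The authors' log2 fold changes and p-values were used only for comparison and are named as theirs.

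Computation used R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes with at least 10 counts summed over the 6 libraries were kept, which left 14603 genes. Library sizes were scaled with edgeR's TMM factors, which lay between 0.977 and 1.02. Groups were compared with edgeR's quasi-likelihood test, with condition as the only term. Reported log2 fold changes used edgeR's default prior count. Genes with a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2 fold change of at least 1 were called differentially expressed. CPM values are TMM-normalized, and their SD is over the 3 libraries of a group.

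Gene sets were 23 hand-written lists of gene families for the paper's terms, of genes for other hypotheses, and of cell type markers. They were written before the counts were examined but after Table S3 had been read, as was the count minimum. They stand in for GO terms, and GO enrichment was not analysed here. Sets were tested with limma's camera on log2 CPM over the 12296 genes passing filterByExpr, with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the 23 sets. Of these, 10 had an adjusted p of at most 0.05.

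The genes named were chosen from those labelled in Figure 4A and 4D, the tight junction genes Cldn5, Ocln and Tjp1, the 5 genes with the smallest p in each direction among called genes whose groups do not overlap, and the called genes of a reported set. Other genes are marked as chosen after their values were seen. Some results are not reported here. The design, these rules and the alternatives were set before the data were examined, except the alternative that left clustered protocadherins out of the cell adhesion set.

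Libraries held 14024997 to 16764584 counts. A level of 3 counts, 0.178 to 0.215 CPM, was taken as the floor, and a fold against a group with no library above it is given as a lower bound. These limits cover counting error only.

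Replicate numbers in the labels run from 1 to 3 in both groups, and the paper's text does not say whether libraries of the same number share a cell isolation. The fit with the replicate number as a block was therefore an alternative. The other alternatives were DESeq2, DESeq2's size factors, library totals alone, other count minimums, protein-coding genes only, unadjusted p, no fold-change threshold, a prior count of 2, other settings and tests for gene sets, cell adhesion without clustered protocadherins, and leaving out each library in turn.

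The tests were run on simulated counts drawn from the means and library sizes of the real genes. Of 200 genes changed by a log2 fold change of 2, edgeR recovered 200, with 10 wrong calls among 14385 genes, DESeq2 recovered 198 with 6 wrong calls, and edgeR with the replicate block 195 with 9 wrong calls. Limma's camera and fry each found the planted set, and each called 0 of 99 random sets among 12334 genes. Each gene was drawn independently, so the simulated counts hold no correlation between genes. They cannot tell whether camera's fixed inter-gene correlation suits the real data. The changed genes were taken from well-counted genes, so their recovery does not speak for genes with few reads, such as Cacna1c, or for changes near the fold-change threshold.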

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

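The tests in this part were chosen after results had been seen. The gene sets were written before the counts were examined but after Table S3 had been read. The results concern genes outside those the paper discusses, in which a difference between Hcy and Veh appeared. Only 4 splits of the libraries part every same-numbered pair, and the real one is always among them. The counts of splits given here by themselves thus neither show nor rule out a random division of the libraries.

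Proliferation genes were higher in Hcy, with a mean log2 fold change of 0.53 over 45 genes, 41 higher and 4 lower (adjusted p = 4.15e-21 from limma's camera). The called genes were Asf1b, Kif4a and Cenph, with log2 fold changes of 1.07, 1.21 and 1.06. In fits that left out a library, Asf1b lost significance in 1 (adjusted p 0.0528), Kif4a in 5 (up to 0.0779) and Cenph in 5 (up to 0.165), and Cenph also with the replicate block. The paper reports slower growth of rBMECs under Hcy by CCK-8 at a later time point. If lower growth lowered these transcripts at 24 h, the set would be lower in Hcy, and the value of 0.532 goes the other way. Expression level or gene length of the set was tested with 10000 random sets matched on both, and the share with as large a mean was 1e-04, the smallest they can give. Of the 4 splits of the libraries that part every same-numbered pair, 1, the real one, gave as large a mean. With the inter-gene correlation estimated from the data, the adjusted p was 0.204, and it lay between 1.2e-21 and 0.204 across all alternatives. With each library left out the mean stayed between 0.46 and 0.61. Cell density at harvest may differ between the cultures and was not tested.

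ATF4 response genes had a mean log2 fold change of 0.29 in Hcy, with 14 of 19 genes higher (adjusted p = 4.42e-05 from limma's camera), and of 20 tested one by one with edgeR, 5 passed the adjusted p, 8 had an unadjusted p of at most 0.05, and 0 also passed the fold-change threshold. The 5, all higher in Hcy and named after their values were seen, were Vldlr, Psat1, Chac1, Mthfd2 and Slc7a5, with log2 fold changes of 0.81, 0.76, 0.99, 0.55 and 0.40. In fits that left out a library, the adjusted p of Mthfd2 was up to 0.0683 and that of Slc7a5 up to 0.148, while those of the other 3 stayed under 0.05. Expression level or gene length gave a share of 1e-04 of matched random sets, the smallest they can give. Of the 4 splits that part every same-numbered pair, 1 gave as large a mean. The adjusted p was 0.211 with the estimated inter-gene correlation and lay between 1.24e-05 and 0.211 across all alternatives. A response to amino acid stress may be one hypothesis for it.

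Interferon response genes had a mean log2 fold change of 0.23, with 14 of 21 genes higher (adjusted p = 0.0458 from limma's camera). Rsad2 and Ifit1 were called, with log2 fold changes of 1.43 and 1.53, and Ifit1 lost significance in 4 fits that left out a library (adjusted p up to 0.0908). Expression level or gene length gave a share of 0.004 of matched random sets. Of the 4 splits that part every same-numbered pair, 1 gave as large a mean. For the interferon response the adjusted p was 0.0518 with the replicate block, 0.0506 with at least 10 summed counts and 0.211 with the estimated inter-gene correlation. It was 0.0585 without Hcy replicate 2 and 0.0944 without Hcy replicate 3, and under 0.05 with each of the other libraries left out. It lay between 0.00615 and 0.211 across all alternatives.

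Methionine and one-carbon cycle genes, which turn over Hcy in the cell, had a mean log2 fold change of 0.11, with 10 of 17 genes higher (adjusted p = 0.0471 from limma's camera), and of 18 tested one by one with edgeR, 3 passed the adjusted p, 5 had an unadjusted p of at most 0.05, and 0 also passed the fold-change threshold. The 3, all higher in Hcy and named after their values were seen, were Mthfd1l, Mthfd2 and Shmt2, with log2 fold changes of 0.58, 0.55 and 0.36, and their adjusted p was up to 0.0528, 0.0683 and 0.189 in fits that left out a library. Expression level or gene length gave a share of 0.12 of matched random sets, so the mean cannot be told apart from that explanation. Of the 4 splits that part every same-numbered pair, 1 gave as large a mean. The set was past the threshold in 3 of its 12 alternatives.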

How the results depend on the processing

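All alternatives were set before the data were examined, except leaving clustered protocadherins out of the cell adhesion set, which was chosen after seeing the data.

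The number of differentially expressed genes, 71 with 37 upregulated and 34 downregulated, was within 1.5 times of this with DESeq2 (100), DESeq2's size factors (71), library totals alone (74), filterByExpr (75), at least 10 counts in every library (74) and protein-coding genes only (70). With genes of at least 1 count it was 109 (57 up, 52 down). With the unadjusted p it was 374 (217 up, 157 down), with no fold-change threshold 341 (193 up, 148 down), and with DESeq2, the unadjusted p and at least 1 count 252 (146 up, 106 down). Across the 6 fits that each left out one library it ran from 39 to 112, from 22 to 58 upregulated and from 15 to 54 downregulated, and 26 of the 71 genes were called in each of these fits. The cause was not tested. Leaving out Veh replicate 3, which stands apart on the second principal component, gave the 112.

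With the replicate number as a block, 82 genes were called (44 up, 38 down), 63 of them among the 71. The mean correlation of deviations of same-numbered libraries was 0.083. That of differently numbered ones, -0.041, largely follows from it because deviations cancel within each group. Under this block the interferon response had a mean log2 fold change of 0.226 (adjusted p 0.0518) and the methionine and one-carbon cycle 0.114 (adjusted p 0.0947), both no longer past the threshold, and Hsp90aa1, Cenph, Mmp10, P2rx7 and Shmt2 had adjusted p above 0.05. The log2 fold change of Cacna1c was 5.09 under the block, with an adjusted p of 0.259.

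Cacna1c stayed higher in Hcy and short of the adjusted threshold under each alternative that gave a value, with an adjusted p between 0.136 and 0.313 and log2 fold changes between 5.05 and 5.42 where a library was left out. FilterByExpr, and leaving out Hcy replicate 1 or 2, removed the gene for low counts. Its 12 reads in Hcy limit the fold change to a lower bound, and the prior count moved it from 5.08 to 1.61.

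Of the results for named genes, 595 kept their direction and their side of the adjusted p threshold, 93 became weaker, 2 stronger and 3 reversed. This count leaves the fold-change threshold aside, and 5 of the 595, for Nqo1, Dpep2, Ptgr1 and LOC103689996 with a library left out, had a log2 fold change under 1 in size and so would not be called. The reversed ones were those of Tjp1, whose log2 fold change ran from -0.158 to 0.059 across the 6 fits that left out one library, with values of 0.016, 0.035 and 0.059 in 3 of them. The adjusted p of Mmp9, Spp1, Hmox1, Nqo1 and Robo3 stayed at or under 0.05 in all of their alternatives.

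Gene set results kept direction and side of the threshold in 171 cases, and 31 became weaker, 8 stronger and 7 reversed. Without clustered protocadherins, the mean of cell adhesion was 0.199 (adjusted p 0.0229). With the inter-gene correlation estimated from the data, none of the gene sets reported here passed the threshold. The mean log2 fold change, unmoved by this setting, and the adjusted p were 0.316 and 0.383 for cell adhesion, 0.187 and 0.204 for proteolysis, -0.378 and 0.204 for NRF2 targets, 0.185 and 0.211 for inflammation, 0.226 and 0.211 for interferon response, 0.532 and 0.204 for proliferation, 0.114 and 0.211 for the methionine and one-carbon cycle, 0.289 and 0.211 for the ATF4 response, -0.811 and 0.204 for markers of epithelial cells, and 0.545 and 0.383 for markers of neurons. With fry, cell adhesion (0.316) had an adjusted p of 0.0957, markers of neurons (0.545) one of 0.0972, and markers of pericytes and smooth muscle (-0.19) passed at 0.0354. With at least 10 summed counts, the means were 0.143 for proteolysis, 0.228 for interferon response and 0.085 for the one-carbon cycle, with adjusted p of 0.0506, 0.0506 and 0.0659, extracellular matrix reversed to -0.008 and markers of pericytes and smooth muscle to 0.076, and the adjusted p of the markers of neurons (0.545) and epithelial cells (-0.391) was 0.0605. With library totals alone, oxidation-reduction (-0.104) passed the threshold at an adjusted p of 0.0487. The cause of these changes was not tested.

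Across the 6 fits that each left out one library, the mean ran from -0.136 to -0.066 for oxidation-reduction, which passed the threshold in 3 of them, from -0.008 to 0.136 for extracellular matrix, which passed without Veh replicate 1 (0.136, adjusted p 0.0116), from 0.207 to 0.244 for interferon response, from 0.042 to 0.126 for the one-carbon cycle, from -0.082 to 0.008 for cell-cell junctions, from -0.011 to 0.114 for the tight junctions of the BBB, from -0.073 to 0.021 for protein folding, from -0.004 to 0.108 for the DNA methylation machinery, from 0.431 to 0.698 for markers of neurons, past the threshold in 2 of them, and from -0.333 to -0.064 for markers of pericytes and smooth muscle, past the threshold in 2.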

Differences from the paper's values

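The paper reports 252 differentially expressed genes, 146 upregulated and 106 downregulated, and edgeR with the adjusted p gave 71, 37 and 34. Of the alternatives set before the data were examined, DESeq2 with the unadjusted p on genes with at least 1 count gave the paper's 252, 146 and 106, and the same 252 genes. The unadjusted p in edgeR gave 374, 217 and 157, and no fold-change threshold gave 341, 193 and 148, all within 1.5 times of the paper's values. The other alternatives, among them DESeq2 with the adjusted p (100, 55 and 45), did not close the gap. The paper's methods name DESeq2 and an adjusted p of at most 0.05, and the legend within Figure 4A names an unadjusted p.

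The paper's relative mRNA level of Mmp9 by qRT-PCR is about 3.9 in Fig. 4D, read by eye, and the RNA-seq fold was 10.8. For Spp1 the paper's level is about 0.65 in Fig. 4D, read by eye, and the RNA-seq fold was 0.30. For Nrcam the paper's level is about 0.25 in Fig. 4D, read by eye, and the RNA-seq fold was 2.03, in the other direction. None of the alternatives set before the data were examined closed these gaps, and the fold of Nrcam stayed between 1.83 and 2.44 across them.

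The paper states that the genes of Fig. 4D changed alike in qRT-PCR and RNA-seq. The direction was the same for Mmp9, Vcam1, Spp1 and Cacna1c and differed for Nrcam, whose log2 fold change in RNA-seq was 1.01, and 1.02 in the authors' deposited table.

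The paper lists Cacna1c and Nrcam among its differentially expressed genes, and their adjusted p values from edgeR were 0.183 and 0.217. Their unadjusted p values in the same edgeR fit were 0.0116 and 0.0165, so the unadjusted p calls them, as does DESeq2 with the unadjusted p on genes with at least 1 count. The authors' deposited table gives Cacna1c an adjusted p of 1 and Nrcam one of 0.393.

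The paper states that genes for oxidative stress rose with Hcy. The oxidation-reduction families had a mean log2 fold change of -0.11, and the 6 called genes, Hmox1 and Nqo1 among them, were all lower in Hcy. These families include antioxidant genes, so lower transcripts among them do not by themselves speak against oxidative stress in the cells. The paper also reports a rise of ROS measured directly in Hcy-treated rBMECs, which was not analysed here. The paper states that genes for extracellular matrix remodelling rose and that genes for cell–cell junctions and protein folding fell. The mean log2 fold changes of these families were 0.06, -0.02 and -0.03, with adjusted p of 0.177, 0.761 and 0.804 from limma's camera.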

Other observations

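The tests in this part were chosen after results had been seen, except those on the number of differentially expressed genes, on tight junction transcripts and on cell type markers.

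The real split of the 6 libraries gave 71 differentially expressed genes. Of the 4 splits that part every same-numbered pair it was the 1 with as many, and the other 3 gave between 0 and 4. The 6 splits that keep a same-numbered pair together gave between 0 and 2. The real split is always among the 4 that part every pair. The count of splits by itself thus neither shows nor rules out a random division of the libraries. With the unadjusted p and the same fold-change threshold, the real split gave 374 genes and the other 9 splits between 149 and 216. Mean library totals differed by a ratio of 0.968 between Hcy and Veh, and the totals overlapped. Log2 fold change followed gene length with a Spearman rho of 0.048 across genes, which are not independent replicates. Depth does not account for the difference, and nor does length across all genes tested. The length of the 71 called genes was not tested on its own. The means of the cell adhesion, proteolysis and inflammation sets were also reached by 1 of those 4 splits, the real one.

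Targets of NRF2, the transcription factor that induces antioxidant genes under oxidative stress, were lower in Hcy at 24 h. Their mean log2 fold change was -0.38, with 19 of 22 genes lower (adjusted p = 1.64e-07 from limma's camera), and 4 were called, Hmox1, Nqo1, Gsta1 and Ptgr1, all downregulated. Had oxidative stress activated these genes at this time point, the set would be higher, and the value of -0.378 goes against that. Expression level or gene length gave a share of 1e-04 of 10000 matched random sets, the smallest they can give, and 1 of the 4 splits that part every same-numbered pair, the real one, gave as large a mean. With the inter-gene correlation estimated from the data the adjusted p was 0.204, and it lay between 1.04e-07 and 0.204 across all alternatives. With each library left out the mean stayed between -0.40 and -0.34. A lower NRF2 output under Hcy may be a hypothesis for other time points to test.

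Tight junction transcripts of the BBB had a mean log2 fold change of 0.06 over 12 genes, with 7 higher and 5 lower in Hcy (adjusted p = 0.466 from limma's camera), and 0 passed the adjusted p one by one, while 1 had an unadjusted p of at most 0.05. If Hcy lowered these transcripts the set would be lower, and the value of 0.056 does not show that. The paper's claim on Claudin-5, Occludin and ZO-1 is for protein. Cldn5 had no read in any library. It lies inside Cdc45 on the other strand in the deposited positions, from 86356294 to 86357718 on chromosome 11 within 86329012 to 86358453, and Cdc45, chosen after its values were seen, was read in all 6 libraries. Of 598 protein-coding genes inside a gene of the other strand, 47.2% had no read, against 28.1% of 21652 others (Fisher's exact p = 3.6e-22). Counting that leaves out reads of overlapping genes may explain the missing Cldn5 reads, and such genes may also be less expressed, so the data cannot tell these apart.

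DNA methylation machinery genes had a mean log2 fold change of 0.07 over 15 genes (adjusted p = 0.347 from limma's camera). Of 16 tested one by one with edgeR, 3 passed the adjusted p, 4 had an unadjusted p of at most 0.05, and 0 also passed the fold-change threshold. The 3, named after their values were seen, were Uhrf1, Dnmt1 and Gadd45b, with log2 fold changes of 0.79, 0.44 and -0.59 (adjusted p = 0.00483, 0.016 and 0.0114 from edgeR's quasi-likelihood test). In fits that left out a library, the adjusted p of Uhrf1 stayed under 0.05, while that of Dnmt1 was up to 0.094 and that of Gadd45b up to 0.0786.

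Endothelial markers were the highest of the marker sets, with a median of 500 CPM. The next set, fibroblast markers, had a median of 5.37 CPM. Single markers of other sets were high, Tagln at 827 CPM and Krt7 at 500 CPM. Of the epithelial markers, 3 passed filterByExpr, with a mean log2 fold change of -0.81 and all 3 lower in Hcy (adjusted p = 0.00661 from limma's camera, between 0.00554 and 0.204 across the alternatives). They were Krt7, Ocln and Cldn4, with log2 fold changes of -0.61, -0.05 and -1.92 in edgeR's fit. Ocln and Cldn4 were also counted as junction genes, and Ocln did not differ beyond the spread between libraries. This mean thus does not by itself show a difference in epithelial cells. The 2 neuron markers that passed had a mean of 0.55 (adjusted p = 0.0471 from limma's camera, between 0.00656 and 0.383 across the alternatives). Markers of pericytes and smooth muscle, with 7 genes, had a mean of -0.19 (adjusted p = 0.185 from limma's camera, between 0.0354 and 0.927 across the alternatives), and Cnn1 among them was called, with a log2 fold change of -1.39 (adjusted p = 0.00177 from edgeR's test). A small share of other cells, or a difference in it between the groups, is not ruled out by the medians.

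All 12 reads of Cacna1c were in the Hcy libraries, which held 49.2% of the depth of the 6 libraries. A two-sided exact binomial test on these reads alone gave p = 0.000203, without adjustment for the 14603 genes tested. Cacna1c was singled out in these same libraries, so this test cannot tell the difference apart from counting noise. EdgeR's test, which also takes in the spread between libraries, gave an unadjusted p of 0.0116 and an adjusted p of 0.183 over all genes tested, which lay between 0.136 and 0.313 across the alternatives. Among all genes tested, the difference cannot be told apart from that spread.

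Rbm39, chosen after its values were seen, had 40, 47 and 46 counts in Hcy and 238, 818 and 1143 in Veh, a log2 fold change of -4.05 (adjusted p = 0.0108 from edgeR's quasi-likelihood test). LOC100910882, with the same Swiss-Prot match and also chosen for its values, had 188, 212 and 5 counts in Hcy and 11, 0 and 5 in Veh, a log2 fold change of 4.75. Summed over both genes the counts were 228, 259 and 51 in Hcy and 249, 818 and 1148 in Veh, so the groups then overlap. The adjusted p of Rbm39 was up to 0.0738 in fits that left out a library. For Hsp90aa1, the sums over the 2 genes with its match were 196, 360 and 255 in Hcy and 972, 478 and 1211 in Veh, and the groups do not overlap. For LOC103690108, the sums over the 17 genes with its match were 2948, 2839 and 3458 in Hcy and 2715, 2520 and 2628 in Veh, and the groups do not overlap either. LOC103690108 alone had 402, 457 and 492 counts in Hcy and 148, 112 and 91 in Veh, a larger difference in proportion than the sums show. Non-overlap by itself is weak evidence, since 20.1% of the genes tested met it. Reads shared between near-identical copies may contribute to the values of Rbm39, and a test on genes picked for this pattern cannot tell. In all, 8 of the 71 called genes share a Swiss-Prot match with another tested gene.

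The called genes LOC103690108, AABR07044362.1 and LOC103689996 lie on chromosome 20 between 154074 and 5421098, the region of the RT1 genes of tissue type. There, 3 of 133 tested genes were called where 0.65 were expected (Fisher's exact p = 0.0269). Donor rats with other RT1 types in each group may give such a difference. The region was noticed in these data, so the test cannot tell, and the donors of each library are not stated.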
